# MicroRNA-21 is immunosuppressive and pro-metastatic via separate mechanisms

**DOI:** 10.1038/s41389-022-00413-7

**Published:** 2022-07-11

**Authors:** Lap Hing Chi, Ryan S. N. Cross, Richard P. Redvers, Melissa Davis, Soroor Hediyeh-zadeh, Suresh Mathivanan, Monisha Samuel, Erin C. Lucas, Kellie Mouchemore, Philip A. Gregory, Cameron N. Johnstone, Robin L. Anderson

**Keywords:** Breast cancer, siRNAs

## Abstract

MiR-21 was identified as a gene whose expression correlated with the extent of metastasis of murine mammary tumours. Since miR-21 is recognised as being associated with poor prognosis in cancer, we investigated its contribution to mammary tumour growth and metastasis in tumours with capacity for spontaneous metastasis. Unexpectedly, we found that suppression of miR-21 activity in highly metastatic tumours resulted in regression of primary tumour growth in immunocompetent mice but did not impede growth in immunocompromised mice. Analysis of the immune infiltrate of the primary tumours at the time when the tumours started to regress revealed an influx of both CD4^+^ and CD8^+^ activated T cells and a reduction in PD-L1^+^ infiltrating monocytes, providing an explanation for the observed tumour regression. Loss of anti-tumour immune suppression caused by decreased miR-21 activity was confirmed by transcriptomic analysis of primary tumours. This analysis also revealed reduced expression of genes associated with cell cycle progression upon loss of miR-21 activity. A second activity of miR-21 was the promotion of metastasis as shown by the loss of metastatic capacity of miR-21 knockdown tumours established in immunocompromised mice, despite no impact on primary tumour growth. A proteomic analysis of tumour cells with altered miR-21 activity revealed deregulation of proteins known to be associated with tumour progression. The development of therapies targeting miR-21, possibly via targeted delivery to tumour cells, could be an effective therapy to combat primary tumour growth and suppress the development of metastatic disease.

## Introduction

The development of distant metastatic disease is the major cause of death for patients with breast cancer. There has been a concerted effort over many years to identify genes that regulate the metastatic process with the aim of developing therapies capable of preventing or eliminating metastatic lesions. Many publications have reported protein-encoding genes that modulate the process and more recently, non-coding RNA genes have been implicated. Most of these are microRNA (miRNA) genes, including the oncogenic miRNAs, miR-10b [1], miR-155 [2], miR-373 [3] and others as reviewed recently [4]. In addition, tumour-suppressing miRNAs, such as the miR-200 family [5], the let-7 family [6], miR-335 [7] and miR-31 [8] have been reported. More recently, there has also been increasing evidence of long non-coding RNAs that regulate tumour progression [9–11].

Another oncogenic microRNA and the topic of this study, is miR-21 that has been reported to be highly expressed in many cancer types, compared to the corresponding normal tissue [12–15]. In addition, high levels of circulating cell-free miR-21 are a poor prognostic factor in some cancers [16, 17]. In breast cancer, several studies have reported poorer patient prognosis associated with either high levels of circulating miR-21 [18–20], or high tumour expression of miR-21 [21, 22]. One study showed that upregulation of miR-21 in the neoplastic cells of hormone receptor-positive cancers was associated with poor prognosis while elevated stromal levels of miR-21 were associated with poorer outcome for patients with triple negative breast cancer [23].

Increased tumour cell proliferation and invasion have been shown previously following elevation of miR-21 levels [24–26]. However, there are conflicting results for proliferation following knockdown of miR-21 in preclinical models [27, 28]. In breast cancer, a reduction in miR-21 levels can result in reduced primary tumour growth, for example in MCF-7 xenografts [24, 29], but this had little effect on MDA-MB-231 primary tumour growth [27]. Using experimental metastasis assays, it was shown that the knockdown of miR-21 reduced MDA-MB-231 lung metastasis [27] or bone colonization [30] following injection of tumour cells into the tail vein. Enhanced expression of miR-21 in the lungs of transgenic mice potentiated formation of non-small cell lung cancers driven by an activated K-Ras oncogene [31], while homozygous deletion of the miR-21 gene in mice reduced the incidence of lung tumours in the same K-Ras driven model [31]. Similarly, miR-21 genetic deletion increased the latency of mammary tumour formation in the MMTV-PyMT transgenic mouse model of breast cancer, and reduced both the number and size of metastases arising in the lungs [32]. Remarkably, miR-21 expression in the host stroma was required for successful engraftment of miR-21 wild-type PyMT tumours into the mouse mammary gland [32].

MiR-21 directly targets several tumour suppressor genes, thereby increasing the aggressiveness of tumour cells. Phosphatase and tensin homologue (*PTEN*) [25, 33] and genes involved in suppression of cell invasion and metastasis, including programmed cell death 4 (*PDCD4*) [33–35], maspin [27, 35], *TIMP3* [36], *RECK* [36], *SMAD7* [37, 38] and tropomyosin (*TPM1*) [39] were all reported to be down-regulated by miR-21. However, the repertoire of genes regulated by miR-21 varies among different tissues or cell types.

It is now well established that cancer cells communicate through exosomes and larger extracellular vesicles, which are known to contain proteins, lipids and nucleic acids that reflect the cell type from which they were derived [40]. Consequently, given the high levels of miR-21 in many cancer cells, miR-21 containing exosomes and extracellular vesicles in plasma are being explored as potential diagnostic and prognostic biomarkers of tumour presence, progression and response to therapy [41, 42]. Tumour-derived exosomes have also been implicated in the establishment of the premetastatic niche [43], with exosome-derived miR-21 shown to have an involvement in breast cancer metastasis to bone [44].

In this study, we demonstrate that suppression of tumour-derived miR-21 results in a profound inhibition of tumour growth in immunocompetent mice due to engagement of the adaptive immune response. In immune compromised mice, loss of tumour cell miR-21 has no impact on primary tumour growth but can still suppress tumour cell dissemination, presumably through a mechanism independent of the host immune system.

## Results

### MiR-21 is associated with aggressive properties of breast cancer

An analysis of differential miRNA expression between two isogenic mammary tumour lines, 67NR (non-metastatic) and 4T1.2 (highly-metastatic) [45, 46] revealed several differentially expressed miRNAs (Fig. 1a). MiRNAs highlighted in this screen included miR-125b, miR-663 and miR-744 that were up-regulated in 4T1.2 cells and miR-16, miR-513 and Snord3a, a small nucleolar RNA that were down-regulated. Of particular interest was the differential expression of miR-21 (Fig. 1a), confirmed by RT-qPCR in cells (Fig. 1b) and in primary tumours from variants of the 4T1 model (Fig. 1c). Similarly, miR-21 was up-regulated in mouse mammary tumour lines compared to NMuMG (immortalised mammary epithelial cells) (Fig. S1a). Analyses of published breast cancer datasets indicated that elevated miR-21 expression was associated with both higher grade tumours (Fig. 1d) and poorer patient survival (Fig. 1e, f).

**Fig. 1:**
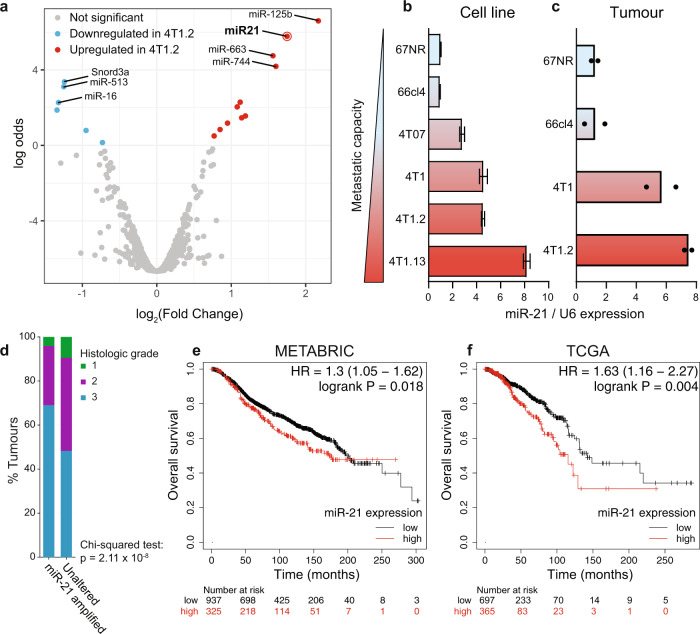
miR-21 is associated with metastatic capacity of breast cancer and predicts poor clinical outcome. **a** Volcano plot of differentially expressed miRNAs between non-metastatic 67NR and highly metastatic 4T1.2 mouse mammary tumour cells. **b**, **c** Expression of mature miR-21 levels in mouse mammary tumour cells (**b**) and in whole tumours (**c**) derived from the 4T1 model, with varying levels of metastatic capacity. MiR-21 expression was normalised to expression of Rnu6 small nuclear RNA (U6) and set to 1 in the non-metastatic 67NR line. Error bars in (**b**) represent mean ± SEM (*n* = 3). The mean and range (*n* = 2) is shown in (**c**). **d** The miR-21 gene at 17q23 is amplified in a subset of primary human breast cancers and is associated with higher tumour grade compared to non-amplified tumours (*p* = 2.11 ×10^−^^8^). **e**, **f** Higher levels of miR-21 expression in primary breast tumours are associated with poorer overall survival in the Metabric (*n* = 1262) and the TCGA (*n* = 1078) breast cancer patient datasets.

### Modification of miR-21 levels in mammary tumour lines

To explore the role of miR-21 in tumour progression, exogenous miR-21 was stably expressed in two poorly metastatic lines, EO771.LMB and 66cl4 (Fig. 2a(i), (ii)) and mature miR-21 activity was stably repressed in the highly metastatic 4T1.13 line (Fig. 2a(iii)). Since the method used to reduce miR-21 activity involved sequestration of mature miR-21 RNA, the reduction in activity was validated using a miR-21-dependent reporter gene (Fig. 2a(iii)) and by expression analysis of known miR-21 target proteins, PTEN and PDCD4 (Fig. 2b). While protein levels of PTEN were not markedly altered by changes in miR-21 activity (Fig. 2b), PDCD4 responded to altered miR-21 in EO771.LMB and 4T1.13 cells, decreasing with higher miR-21 levels (Fig. 2b). Elevated miR-21 in EO771.LMB or 66cl4 cells reduced the activity of a miR-21 regulated 3′UTR reporter gene [47] (Fig. S1b(i), (ii)), demonstrating the appropriate functional activity of miR-21.

**Fig. 2:**
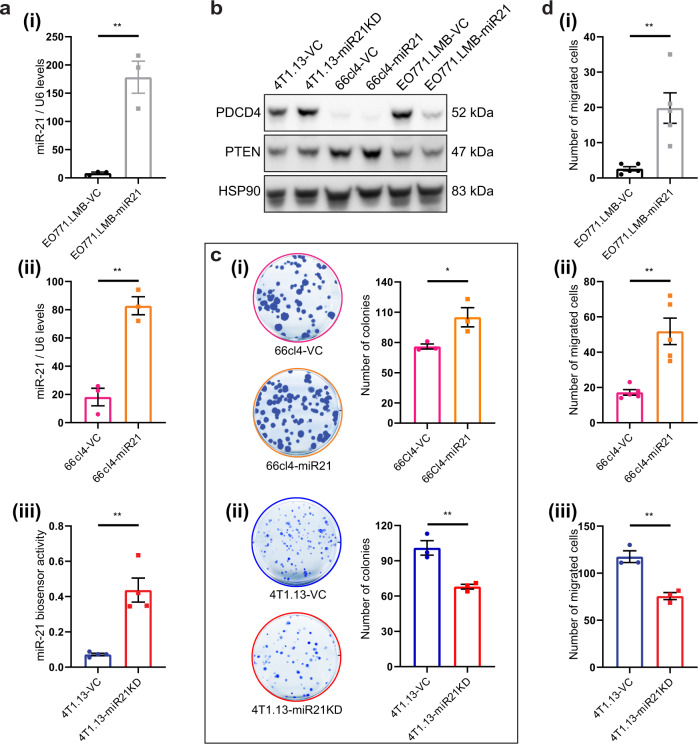
Effect of miR-21 on the phenotype of mammary cancer cells. **a** Confirmation of elevated expression of miR-21 in EO771.LMB and 66Cl4 tumour lines and suppression of miR-21 activity in 4T1.13 cells. For (i-ii), miR-21 transcript levels were normalised to expression of Rnu6 small nuclear RNA (U6). Mean ± SEM (*n* = 3). For (iii), reduced miR-21 activity was confirmed using a miR-21 specific luciferase-based reporter gene assay. Mean ± SEM (*n* = 4). **b** Western blot analysis of the miR-21 targets PDCD4 and PTEN in miR-21 modulated mouse mammary tumour lines. Heat shock protein 90 (HSP90) was used a loading control. **c** Extent of colony formation in 66cl4 and 4T1.13 cells after modulation of miR-21 activity. Mean ± SEM (*n* = 3). **d** Extent of chemotactic migration of EO771.LMB (i), 66cl4 (ii) and 4T1.13 (iii) cells after modulation of miR-21 activity. Mean ± SEM (*n* = 3–5). *p < 0.05; **p < 0.01.

### Consequences of altered miR-21 levels on cellular phenotypes

To determine the influence of miR-21 on tumour cell intrinsic responses, we first measured their proliferative, migratory and invasive properties. In all three cell lines, in vitro proliferation was not substantially altered by modification of miR-21 activity (Fig. S1c), however, miR-21 promoted colony formation in 66cl4 cells (Fig. 2c(i)) with a corresponding loss of colony formation in the miR-21 suppressed 4T1.13 cells (Fig. 2c(ii)). While chemotactic migration was promoted by enforced miR-21 (Fig. 2d(i), (ii)), knockdown again had the opposite effect in 4T1.13 cells (Fig. 2d(iii)). However, there was no change in invasion through basement membrane (Fig. S1d).

### MiR-21 promotes tumour growth and metastasis

Ectopic miR-21 expression in 66cl4 tumours enhanced both primary tumour growth rate (Fig. 3a) and spontaneous metastasis to lung in BALB/c mice (Fig. 3b). Intriguingly, suppression of miR-21 activity in 4T1.13 cells resulted in highly impaired primary tumour growth in BALB/c mice (Fig. 3c), even when the cell inoculum was increased 5-fold to 1 × 10^6^ cells (Fig. S2a). To determine if the inability to form tumours was cell intrinsic or whether changes in immune responsiveness caused their failure, we assessed tumour growth in immunocompromised mice with differing levels of immune impairment. In NOD-*Scid* (Fig. 3d), BALB/c nu/nu (nude) (Fig. S2b) and NOD-*Scid*-gamma (NSG) mice (Fig. S2c), miR-21-KD tumours grew at the same rate as the vector control tumours, indicating that the reduced growth of miR-21-KD tumours was cell extrinsic and likely to be immune-mediated. Of note, even with primary tumour growth restored, there remained a significant inhibition of spontaneous metastasis to lung caused by the loss of miR-21 activity (Fig. 3e, f).

**Fig. 3:**
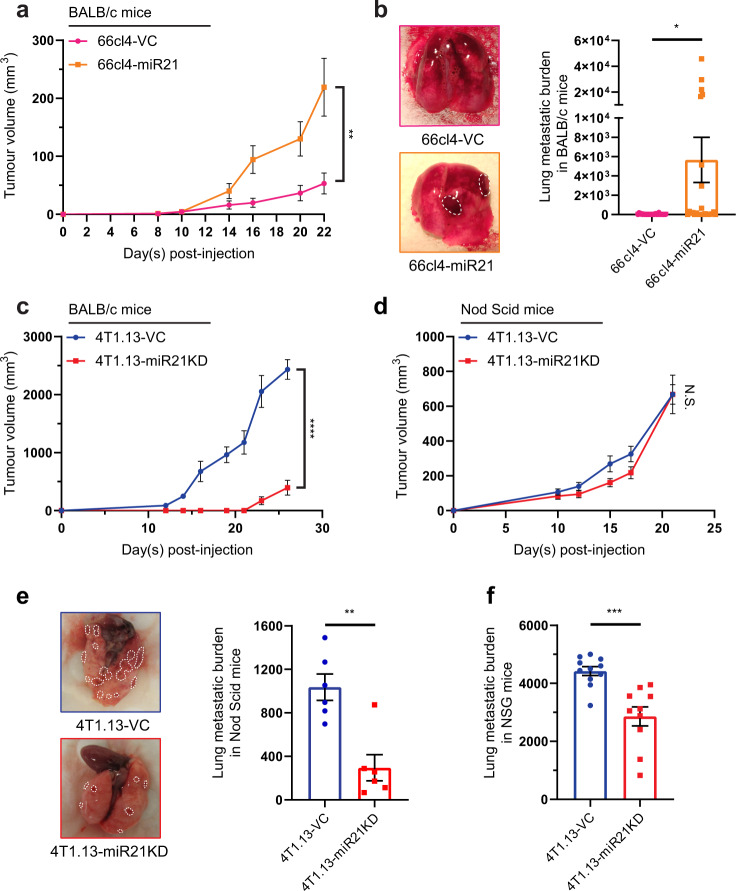
miR-21 promotes tumour growth and metastasis through immune-dependent and immune-independent mechanisms. **a** Effect of enhanced expression of miR-21 on the growth of 66cl4 tumours following inoculation of 1 × 10^5^ cells into the mammary fat pad of BALB/c mice. Mean ± SEM shown for each timepoint. *n* = 17 for the 66l4-VC group, *n* = 15 for the 66cl4-miR-21 group. **b** Spontaneous metastasis to lung following growth of 66cl4-VC or 66cl4-miR-21 mammary tumours (inoculation of 5 × 10^5^ cells) measured by qPCR of the reporter gene (mCherry) expressed in the tumour cells. Primary tumours were resected at the same size (~350 mm^3^). Mean ± SEM (*n* = 25/group). Representative images of lungs at the time of necropsy shown with dotted white lines delineating metastatic nodules. **c** Effect of inhibition of miR-21 activity on the growth of 4T1.13 mammary tumours following inoculation of 2 × 10^5^ cells into the mammary fat pad of BALB/c mice. Mean ± SEM (*n* = 8 for the 4T1.13-VC group and *n* = 9 for the 4T1.13-miR-21-KD group). **d** Effect of inhibition of miR-21 activity on the growth of 4T1.13 mammary tumours following inoculation of 2 × 10^5^ cells into the mammary fat pad of NOD-SCID mice. Mean ± SEM (*n* = 6/group). **e**, **f** Spontaneous metastasis of 4T1.13-VC and 4T1.13-miR-21-KD cells to lungs of NOD-SCID mice **e** (mean ± SEM, *n* = 6/group). and to lungs of NSG mice **f** (mean ± SEM, *n* = 10/group). For the NOD-SCID mice, representative images of lungs at the time of necropsy are shown with dotted white lines delineating metastatic nodules. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

In summary, in vitro and in vivo analyses using both immunocompetent and immunocompromised mice have shown that miR-21 influences breast cancer progression by two separate mechanisms. First, reduced miR-21 activity results in an apparent change in immune responsiveness that otherwise permits tumour growth in immunocompetent mice. Second, miR-21 has an additional activity, independent of immune regulation and potentially tumour cell intrinsic, that drives spontaneous metastasis to distant organs by enhancing cell motility and colony forming potential.

### Regulation of the anti-tumour immune response by miR-21

To explore the mechanisms of potential immune suppression induced by miR-21, we assessed the extent of immune cell infiltration into 4T1.13-VC and 4T1.13-miR-21-KD tumours by flow cytometry and immunohistochemistry. Tumours were analysed 12 days after tumour cell inoculation, at a stage when regression was first evident in the miR-21-KD tumours (Fig. S2d, e). The flow cytometry gating strategy is shown in Fig. S3. Loss of miR-21 activity increased the overall number of CD45^+^ leucocytes (Fig. 4a), with corresponding increases in total and activated (CD69^+^) CD4^+^ and CD8^+^ T cells (Fig. 4b–e). In addition, the mean fluorescence intensity of CD69 was increased in the CD4^+^ and CD8^+^ T cells (Fig. S4a). The increases in total CD45^+^ cells, CD4^+^ and CD8^+^ T cells were confirmed by immunohistochemistry (Fig. S5).

**Fig. 4:**
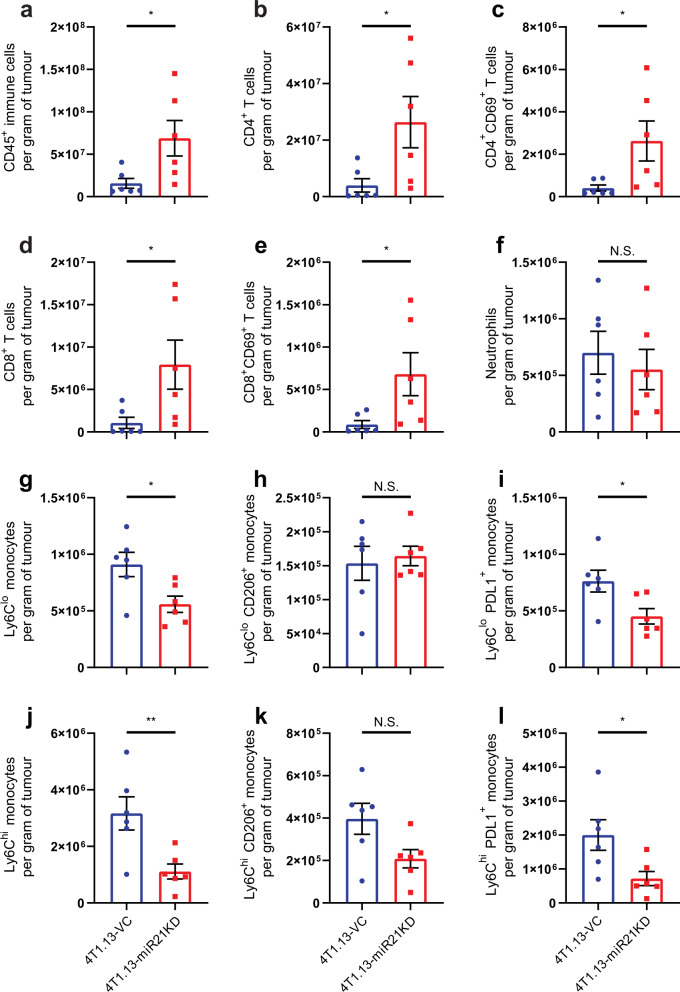
Effect of miR-21 suppression on the immune profile of 4T1.13 primary tumours. BALB/c mice bearing 4T1.13-VC (blue) or 4T1.13-miR-21-KD (red) mammary tumours (inoculum of 2 × 10^5^ cells) were culled on day 12 and the tumours collected for flow cytometry analysis of infiltrating immune cell lineages. For each immune cell profile, the mean ± SEM of 6 tumours is shown. The gating strategy is presented in Supplementary Fig. 3. **a** total CD45^+^ cells. **b** CD4^+^ T cells. **c** CD4^+^CD69^+^ T cells. **d** CD8^+^ T cells. **e** CD8^+^CD69^+^ T cells. **f** CD11b^+^Ly6G^+^ neutrophils. **g** CD11b^+^ly6c^lo^ monocytes. **h** CD11b^+^ly6c^lo^CD206^+^ monocytes. **i** CD11b^+^ly6c^lo^PD-L1^+^ monocytes. **j** CD11b^+^ly6c^hi^ monocytes. **k** CD11b^+^ly6c^hi^CD206^+^ monocytes. **l** CD11b^+^ly6c^hi^PD-L1^+^ monocytes.

Analysis of components of the innate immune system revealed no change in the overall number of neutrophils (Fig. 4f). However, reduced miR-21 activity led to diminished monocyte infiltration (Fig. 4g, j), particularly in Ly6C^hi^ inflammatory monocytes, with reduced numbers of Ly6C^hi^ but not Ly6C^lo^ monocytes expressing CD206, a marker of an M2-like polarisation state (Fig. 4h, k). In parallel, there were reduced numbers of both Ly6C^hi^ and Ly6C^lo^ monocytes expressing PD-L1 (Fig. 4i, l). There was no significant change in total natural killer (NK) cells, nor in their activation state as measured by CD69^+^ expression (Fig. S4a–c). The combination of an enhanced adaptive immune response and a reduction in PD-L1^+^ monocytes could explain the potent suppression of 4T1.13 tumour growth when miR-21 activity is reduced (Fig. 3c).

A similar analysis of the immune infiltrate of 66cl4 mammary tumours with or without enforced expression of miR-21 was completed. Tumours were recovered prior to miR-21-induced changes in growth rate (Fig. S6a, b). A trend towards decreased CD45^+^ cells was found (Fig. S6c), but no significant differences were found in the number of CD4^+^ and CD8^+^ T cells (Fig. S6d, e). However, elevated miR-21 did reduce the total number of NK and dendritic cells (DC) (Fig. S6f, g). Analysis of the myeloid compartment revealed no change in monocytes but a significant decrease in neutrophils (Fig. S6h–j). The reduction in type 1 effectors (NK, DC and CD8^+^ T cells), combined with the enhancement of metastasis of 66cl4-miR-21 tumours strongly indicates immune impairment as a contributing factor to increased metastasis and to increased tumour growth (Fig. 3a, b).

### Molecular mechanisms of miR-21 activity in tumour growth and metastasis

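Whole primary tumours from 4 BALB/c mice bearing 4T1.13-VC tumours and 4 bearing 4T1.13-miR-21-KD tumours were profiled by RNA sequencing. 4T1.13 is a metastatic murine mammary carcinoma line. The miR-21-KD line carries the miArrest lentiviral vector, which expresses an RNA that sequesters mature miR-21, and the VC line carries a scrambled sequence in its place. Each line was a pool of 6 clones. The paper gives day 12 for the recovery of the tumours, whereas the labels of the deposited samples give day 14 and 100000 cells injected per mouse. Total RNA was extracted, and the authors deposited the number of reads counted on each gene, by Entrez identifier and without normalization. The text of the paper does not name the aligner, the genome build or the counting method, so no positions are given for the genes. Between 12134849 and 13592695 reads per tumour were counted on genes in the VC group, with a median of 12465225.5, and between 12550898 and 12783800 in the miR-21-KD group, with a median of 12685286. The table lists 27179 genes, of which 20730 had at least 1 count. A count of 0 in a tumour allows up to 3 counts at this depth, which is 0.221 to 0.247 CPM (counts scaled to the size of the library) depending on the tumour, and these limits cover counting error only. Counts were normalized with the TMM factors of edgeR, genes with too few counts were removed by filterByExpr, and the remaining 14382 genes were tested with the quasi-likelihood test and Benjamini-Hochberg adjustment. The first principal component of the log2 CPM values held 67.5% of the variance, and all 4 VC tumours lay on one side of all 4 miR-21-KD tumours along it. The gene of the miR-21 precursor, Mir21a (Entrez 387140), had 0 counts in all 8 tumours, so its level was not detectable in this table. Vmp1 (Entrez 75909), the gene that overlaps it, had 354 ± 18.3 CPM in VC and 364 ± 16.1 CPM in miR-21-KD tumours (SD, n = 4 each), a difference within the spread between tumours (log2 fold change 0.04, standard error 0.08, adjusted p = 0.704 from edgeR).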

To further explore the molecular mechanisms through which miR-21 impacts tumour growth and metastasis, we analysed the transcriptome of primary tumours recovered 12 days after tumour cell inoculation when miR-21 knockdown tumours were beginning to regress (Fig. 3c). 

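Of the 14382 genes tested, 5626 had an adjusted p under 0.05, which is 39.1% of them. Expression in miR-21-KD tumours was higher for 2826 of these genes and lower for 2800. More than 2-fold changes were found for 1545 of the higher and 610 of the lower genes. In 5054 of the tested genes (35.1%) the values of the 4 VC and the 4 miR-21-KD tumours did not overlap, against 2.86% by chance. Testing for a change of more than 1.5-fold moved the count most, to 542 genes. The count also changed when single tumours were left out, which by itself lowers the power of the test. It was 2936 (1449 higher, 1487 lower) without VC replicate 3, 3290 (1702 higher, 1588 lower) without VC replicate 2, 3366 (1754 higher, 1612 lower) without KD replicate 4, 3750 (1768 lower) without KD replicate 3 and 3837 (1862 higher) without KD replicate 1. All 50 genes of the heat map in Fig. 5a passed the threshold in the direction that it shows, 14 higher and 36 lower in miR-21-KD tumours. Adjusted over the list alone, all 50 passed as well, but the study chose this list on the same tumours, so the second count is not independent evidence. Among them, Ccn3 (Entrez 18133), which encodes a secreted matricellular protein, rose from 28.5 ± 8.13 to 125 ± 22.4 CPM (SD, n = 4 each), a log2 fold change of 2.13 (standard error 0.21, adjusted p = 0.00501 from edgeR). Plekhf1 and Abca7 rose by 1.16 (standard error 0.12) and 0.77 (standard error 0.08) on the log2 scale, with the same adjusted p. Chn1 (Entrez 108699) was lower, with 21.0 ± 5.66 CPM in VC and 3.68 ± 0.670 CPM in miR-21-KD tumours (SD, n = 4 each), a log2 fold change of -2.51 (standard error 0.23, adjusted p = 0.00501 from edgeR). Cdk14 and Fundc2 fell by 1.76 (standard error 0.18) and 0.85 (standard error 0.07) on the log2 scale, again with that adjusted p, which was the smallest reached by any gene. The extremes were picked by the size of their change, among genes past the threshold whose groups did not overlap. The largest rises were in Krt78, Dmbt1, Tmprss2, Fam25c and Clca1. Krt78 and Dmbt1 had at most 1 and 3 counts in any VC tumour, and their means in miR-21-KD tumours were at least 20.5-fold and 92.6-fold higher than the limit of detection allows for the VC tumours. Tmprss2 went from 0.992 ± 0.880 to 69.3 ± 48.7 CPM (SD, n = 4 each), a log2 fold change of 6.09 (standard error 0.79, adjusted p = 0.00501 from edgeR). Fam25c and Clca1 had log2 fold changes of 6.01 and 5.99. The largest falls were in Cyp24a1, Slc6a2, Rab6b, Afp and Epha1, with log2 fold changes of -4.27, -4.19, -3.73, -3.68 and -3.51. Of these, Epha1 (Entrez 13835), which encodes an ephrin receptor, had the most reads, with 251.7 ± 64.4 CPM in VC and 22.0 ± 13.9 CPM in miR-21-KD tumours (SD, n = 4 each).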

Four biological replicates of the 4T1.13-VC and miR-21-KD tumours were analysed by RNAseq, revealing ~4400 differentially expressed genes (FDR < 0.05) (Table S1), with the top 50 differentially expressed genes shown in Fig. 5a. 

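Gene sets were examined with the mouse Reactome collection of fgsea. Of its 1457 sets, 687 held between 15 and 500 tested genes, against a background of 4947 tested genes with any Reactome membership, of which 1062 were higher and 1096 lower in miR-21-KD tumours. By a one-sided Fisher's exact test with Benjamini-Hochberg adjustment, 131 sets were over-represented among the lower genes and 41 among the higher genes. Genes of a set are not independent, so these p-values describe the gene list and not the variation between mice. The strongest set among the lower genes was Cell Cycle, with 232 of its 453 genes against 100 expected (adjusted p = 9.21e-44). Among the higher genes it was GPCR downstream signaling, with 115 of 253 genes against 54.3 expected (adjusted p = 1.16e-15). The number of sets among the higher genes moved most with DESeq2 in place of edgeR, to 92, and it was 69 with the replicate number as a block. Without VC replicate 2 or VC replicate 3 it was 27 or 23. The number among the lower genes was 79 and 70 without the same tumours, 86 without KD replicate 1, 76 without KD replicate 3, 83 without KD replicate 4 and 208 without KD replicate 2. In addition, 12 Reactome sets on the topics of Fig. 5b were tested between the groups with fry, the rotation test of limma, which takes the variation between tumours into account, and 10 of them passed an adjusted p of 0.05. The sets for the cell cycle, the G1/S transition and DNA replication were lower in miR-21-KD tumours, with median log2 fold changes of -0.40, -0.37 and -0.37 and a shared adjusted p of 0.0189. Primary cilium assembly was lower as well (median -0.34, adjusted p of 0.0151). The set of cellular responses to stress was lower (median -0.18, adjusted p of 0.0270), with 18 of its 205 tested genes past the threshold upwards and 64 downwards. The apoptosis set was also lower (median -0.21, adjusted p of 0.0218), with 24 of its 143 tested genes past the threshold upwards and 41 downwards. The adjusted p of the stress and apoptosis sets was 0.0546 and 0.0572 with the replicate number as a block and 0.0515 for both with at least 10 counts in every tumour, and it ranged over all alternatives and omitted tumours from 0.00367 to 0.419 for stress and from 0.00644 to 0.419 for apoptosis. Higher in miR-21-KD tumours were chemokine receptors and their ligands (median 0.96, adjusted p of 0.0189), T cell receptor signalling (median 0.42, adjusted p of 0.0151), cytokine signalling (median 0.18, adjusted p of 0.0195) and the interactions between lymphoid and non-lymphoid cells (median 0.54, adjusted p of 0.0195). B cell receptor signalling (adjusted p of 0.158) and interferon gamma signalling (adjusted p of 0.125) did not pass. Both did without VC replicate 4 (adjusted p of 0.0242 and 0.0301). B cell receptor signalling also passed with upper-quartile scaling (0.0164) and with at least 10 counts in every tumour (0.0154), and interferon gamma signalling with camera and its preset correlation (0.0138), in ranges over all alternatives of 0.0154 to 0.732 and 0.0138 to 0.551. The set of interactions between lymphoid and non-lymphoid cells missed the threshold without KD replicate 4 (adjusted p of 0.0543). Without VC replicate 3, none of the 12 sets passed, although 9 had an unadjusted p under 0.05, and the smallest adjusted p was 0.05003. Over the omitted tumours, stress also missed it without VC replicate 1, VC replicate 2, KD replicate 3 and KD replicate 4 (adjusted p of 0.0912, 0.0731, 0.0546 and 0.0731), and apoptosis without VC replicate 4, KD replicate 3 and KD replicate 4 (adjusted p of 0.0527, 0.0569 and 0.0596).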

Gene ontology (GO) analysis revealed down-regulation of terms relating to cell cycle and stress signalling and upregulation of cell death pathways and terms relating to increased immune activity when miR-21 levels were reduced (Fig. 5b). Gene set enrichment analysis confirmed significant down-regulation of genes involved in cell cycle activity (Fig. 5c), and upregulation of genes involved in cytokine-cytokine receptor interactions (Fig. 5d), T cell receptor signalling (Fig. 5e) and NK cell mediated cytotoxicity (Fig. S4d) in miR-21-KD tumours. These results are consistent with the observed decrease in 4T1.13-miR-21-KD tumour growth (Fig. 3c) and increased immune cell infiltration (Fig. 4).

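For each of the 4 pathways, a list of member genes was written from general knowledge of the KEGG pathway and not taken from the gene sets of the authors, and was tested with fry. Of the 119 cell cycle genes tested, 58 were lower and 9 higher in miR-21-KD tumours at an adjusted p under 0.05, and adjusted over the list alone 63 were lower and 10 higher. Their median log2 fold change was -0.39 (adjusted p of 0.00941 over the 4 lists). The mean log2 CPM of the list was 5.82 ± 0.06 in VC and 5.44 ± 0.19 in miR-21-KD tumours (SD, n = 4 each), and all 4 miR-21-KD tumours lay below all VC tumours (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Of the 188 cytokine-cytokine receptor genes tested, 84 were higher and 13 lower, 98 and 18 adjusted over the list alone, with a median of 0.76 (adjusted p of 0.00546). The mean of this list rose from 4.22 ± 0.29 to 4.91 ± 0.11 log2 CPM (SD, n = 4 each), without overlap between the groups. Of the 104 T cell receptor genes tested, 35 were higher and 8 lower, 42 and 8 adjusted over the list alone, with a median of 0.29 (adjusted p of 0.00483), and the mean went from 5.14 ± 0.22 to 5.62 ± 0.09 log2 CPM (SD, n = 4 each), again without overlap. Of the 92 NK cell cytotoxicity genes tested, 33 were higher and 10 lower, 42 and 10 adjusted over the list alone, with a median of 0.35 (adjusted p of 0.0181). In this list 3 of the 4 miR-21-KD tumours lay above all VC tumours (exact two-sided permutation test, p = 0.0571). The NK cell list shares 45 genes with the T cell receptor list. Its genes of the Klra family are close paralogs whose reads the counting could have exchanged, which leaves their individual values uncertain. The alternative that weakened these tests most was camera with a correlation estimated from the data, under which none of the 4 lists passed (adjusted p of 0.243 for the cell cycle, 0.200 for cytokine receptors, 0.200 for the T cell receptor and 0.243 for NK cells). All of them passed under camera with its preset correlation. The NK cell list also missed the threshold without VC replicate 3 (adjusted p of 0.0507, within a range of 0.00673 to 0.0507 over the omitted tumours). Individual members past the threshold included Prlr (Entrez 19116), the prolactin receptor, with 5.64 ± 4.77 CPM in VC and 106.8 ± 38.2 CPM in miR-21-KD tumours (SD, n = 4 each), a log2 fold change of 4.23 (standard error 0.58, adjusted p = 0.00523 from edgeR). The chemokine genes Ccl8 and Ccl17 rose by 2.02 and 3.16 on the log2 scale. In the T cell receptor list, Tec, Il5 and Pik3r1 rose by 1.01, 3.32 and 0.92, and in the NK cell list Fas and Fyn rose by 1.02 and 0.70. In the cell cycle list, Anapc2, Ywhaq and Smad3 fell by 0.53, 0.61 and 0.87.

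**Figure D1:**
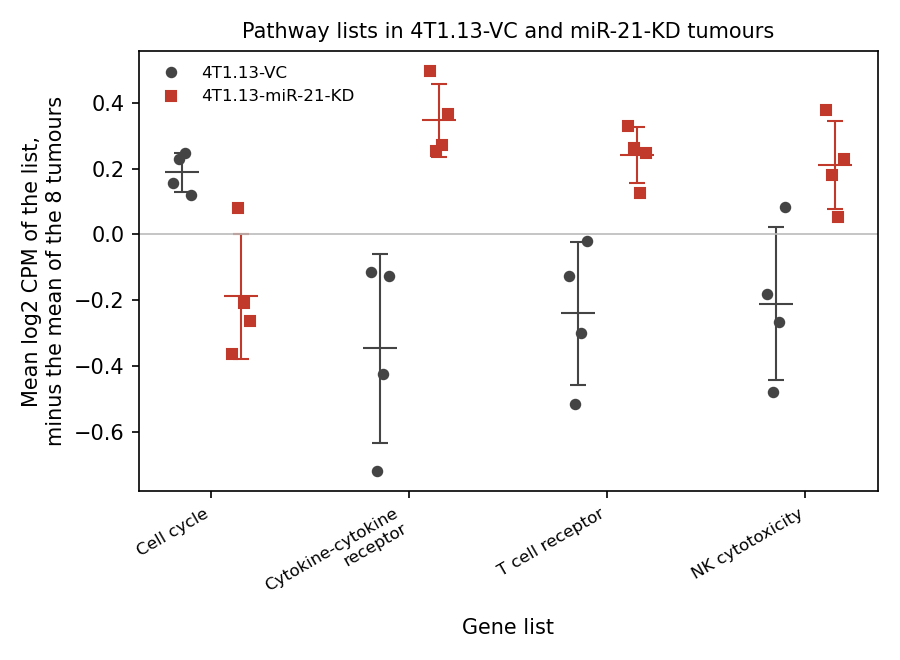
Mean log2 CPM of each pathway list in each tumour, minus the mean of the 8 tumours, for 4T1.13-VC (circles) and 4T1.13-miR-21-KD (squares), with the group mean and SD (n = 4 each). The cell cycle list was lower in all 4 miR-21-KD tumours than in any VC tumour, and the cytokine-cytokine receptor and T cell receptor lists were higher in all 4.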

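A list of 12 genes of surface markers from the flow cytometry panels of the paper was looked up in the RNA of these tumours. Ncr1 (NKp46) comes from the panel for 66cl4 tumours, and the others come from the panels for 4T1.13 tumours. Ly6g had too few counts to be tested. Of the other 11, 5 were higher in miR-21-KD tumours at an adjusted p under 0.05, 6 adjusted over the list alone, and none was lower. Ptprc (Entrez 19264), which encodes CD45, had 188 ± 67.8 CPM in VC and 374 ± 75.4 CPM in miR-21-KD tumours (SD, n = 4 each), a log2 fold change of 0.99 (standard error 0.25, adjusted p = 0.0180 from edgeR). Without VC replicate 3 its adjusted p was 0.0536. Cd4 (Entrez 12504) went from 22.4 ± 9.48 to 66.0 ± 25.1 CPM (SD, n = 4 each), a log2 fold change of 1.56 (standard error 0.35, adjusted p = 0.0128 from edgeR). Itgam, which encodes CD11b, Mrc1, which encodes CD206, and Cd274, which encodes PD-L1, rose by 0.98, 1.24 and 1.02 on the log2 scale, with adjusted p of 0.0101, 0.00928 and 0.0126. For Cd8a, the difference was within the spread between tumours, with 7.56 ± 8.54 CPM in VC and 16.5 ± 7.97 CPM in miR-21-KD tumours (SD, n = 4 each, adjusted p = 0.261 from edgeR). Without VC replicate 4 its log2 fold change was 2.28 (adjusted p of 0.0243, in a range of 0.0243 to 0.446 over the omitted tumours), and 8 of the marker genes passed, with Ncr1 and Ly6c2 (adjusted p of 0.0264 and 0.0273) added. Cd69, Itga2 and Ncr1 did not pass (adjusted p of 0.481, 0.331 and 0.0527, which for Ncr1 was 0.0175 to 0.0660 over the other alternatives, and under 0.05 with DESeq2, upper-quartile scaling, limma-voom with and without quality weights and at least 10 counts in every tumour), nor did Ly6c1 and Ly6c2 (adjusted p of 0.260 and 0.505), which are close paralogs whose reads could have been exchanged. Of 14 lists of cell type markers, 7 stand for immune cells. With fry and adjustment over the 14 lists, the markers of T cells (median log2 fold change 1.38, adjusted p of 0.0364), NK cells (1.44, 0.0364), macrophages and monocytes (0.99, 0.0364) and dendritic cells (1.16, 0.0273) were higher in miR-21-KD tumours. The lists of cytotoxic cells (1.27, 0.0972) and neutrophils (0.79, 0.0538) were above VC without passing, and the B cell list did not differ (-0.08, 0.473). Adjusted over the list alone, 11 of 11 T cell, 5 of 6 NK cell, 10 of 12 macrophage and monocyte and 6 of 8 dendritic cell genes passed upwards. These calls changed when single tumours were left out. Such a fit also has 1 tumour less and so less power, so a lost call does not by itself single out that tumour. None of the 14 lists passed without VC replicate 2, VC replicate 3, KD replicate 1 or KD replicate 4, 3 passed without KD replicate 2 and without KD replicate 3, 4 passed without VC replicate 1, and 8 passed without VC replicate 4. At an unadjusted p under 0.05, the 4 fits in which none passed still had 5 to 7 lists. Over all omitted tumours the adjusted p of the T cell, NK cell, macrophage and monocyte, and dendritic cell lists reached 0.0983, 0.0977, 0.0977 and 0.0934. Without VC replicate 4 the cytotoxic and B cell lists passed (adjusted p of 0.0356 and 0.0453), and without VC replicate 1 the neutrophil list did (adjusted p of 0.0381), while the T cell, NK cell, and macrophage and monocyte lists no longer passed (adjusted p of 0.0551 for each). The cytotoxic and neutrophil lists also passed with camera and its preset correlation (adjusted p of 0.0199 and 0.0124), and the neutrophil list with at least 10 counts in every tumour (0.0495). With the replicate number as a block, the adjusted p of the NK cell list was 0.0825 and that of the neutrophil list 0.0180, within ranges over all alternatives of 0.00779 to 0.493 and 0.0124 to 0.493. The B cell genes Cd79a, Cd79b and Ms4a1 changed direction without VC replicate 4, from log2 fold changes of -1.01, -0.69 and -0.59 to 2.73, 2.42 and 3.24. With the replicate block they were 0.28, 0.72 and 0.70. For the lower expression of cell cycle genes and the higher expression of cytokine, T cell and NK cell genes, the paper proposes that these results go with the decrease in growth of 4T1.13-miR-21-KD tumours (Fig. 3c) and the increase in their immune infiltrate (Fig. 4). Its flow cytometry of other tumours also found fewer monocytes and fewer PD-L1 positive monocytes (Fig. 4). The rises of Itgam, Mrc1 and Cd274 in the RNA of whole tumours do not go in that direction.

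**Figure D2:**
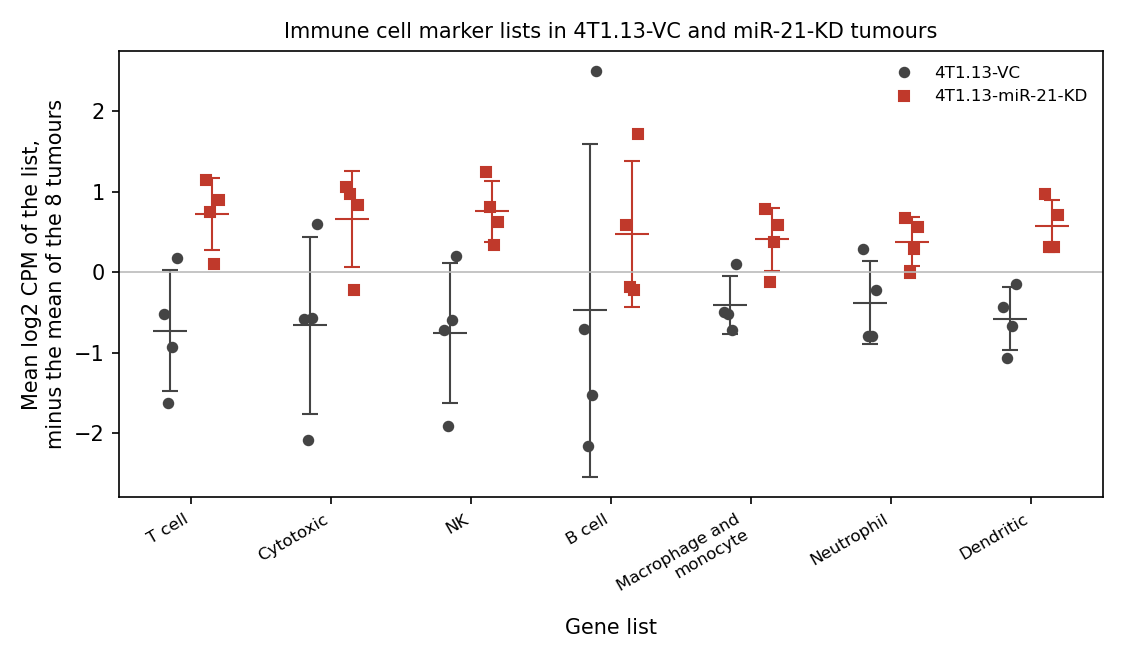
Mean log2 CPM of each list of immune cell markers in each tumour, minus the mean of the 8 tumours, for 4T1.13-VC (circles) and 4T1.13-miR-21-KD (squares), with the group mean and SD (n = 4 each). All 4 miR-21-KD tumours lay above all VC tumours for the NK cell and dendritic cell lists, and 1 VC tumour had the highest B cell value.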

**Fig. 5:**
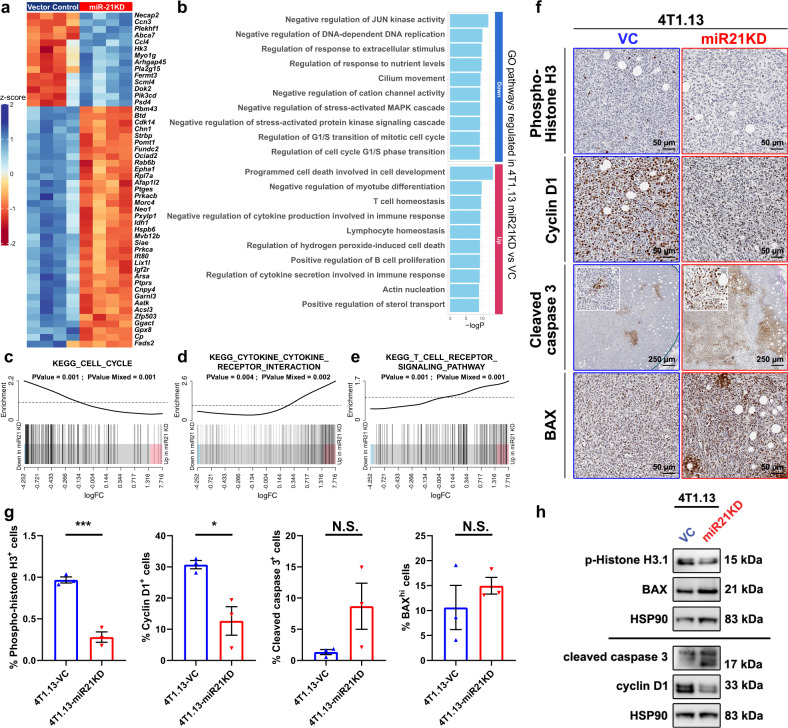
Gene expression profiling of whole primary tumours derived from 4T1.13-VC and 4T1.13-miR-21-KD cells. **a** Heat map showing the top 50 differentially expressed genes between 4T1.13-VC and 4T1.13-miR-21-KD tumours from RNA sequencing analysis. **b** Up-regulated and down-regulated Gene Ontology (GO) terms enriched in 4T1.13-miR-21-KD compared to 4T1.13-VC tumours, derived from the RNA sequencing data. **c**-**e** Barcode plots showing the significant down-regulation of genes involved in cell cycle activity (**c**), and upregulation of genes involved in cytokine-cytokine receptor interaction (**d**) and T cell receptor signalling (**e**) in the 4T1.13-miR-21-KD tumours. **f** IHC analysis of the levels of cell cycle- and apoptosis-related proteins in 4T1.13 tumours with or without miR-21 knockdown. Based on the bioinformatics analysis, cyclin D1 was down-regulated and BAX was up-regulated when miR-21 activity was reduced. **g** Quantitation of IHC staining levels in (**f**) using the Aperio digital pathology system. Mean ± SEM (*n* = 3 tumours/group). *p < 0.05; ***p < 0.001; N.S., not significant. **h** Western blot analysis of the expression of cell cycle- and apoptosis-related proteins in 4T1.13 cells cultured in vitro.

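In the RNA sequencing counts, Ccnd1 (Entrez 12443), which encodes cyclin D1, had 1573 ± 367 CPM in VC and 525 ± 389 CPM in miR-21-KD tumours (SD, n = 4 each), a log2 fold change of -1.58 (standard error 0.48, adjusted p = 0.0309 from edgeR). All 4 miR-21-KD tumours were below all VC tumours, and KD replicate 2 was the closest to them with 1081 CPM. Without VC replicate 2, VC replicate 3, KD replicate 3 or KD replicate 4 the log2 fold change was -1.48, -1.49, -1.53 or -1.44 and the adjusted p rose above 0.05, to at most 0.0836. Without KD replicate 2 it was -2.22 (adjusted p of 0.00273). Bax (Entrez 12028) had 72.6 ± 6.88 CPM in VC and 81.8 ± 3.41 CPM in miR-21-KD tumours (SD, n = 4 each), a log2 fold change of 0.17 (standard error 0.09, adjusted p = 0.136 from edgeR). Its groups overlapped. Over the omitted tumours the adjusted p of Bax ranged from 0.0678 to 0.280, and over the other alternatives from 0.0547 to 0.288.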

To validate changes in cell cycle and cell death pathways, we immunostained primary 4T1.13 tumours with or without knockdown of miR-21 with relevant antibodies, demonstrating that loss of miR-21 reduced markers of cell cycle progression, namely phospho-histone H3 and cyclin D1 (Fig. 5f, g). Assessment of proteins involved in cell death, cleaved caspase 3 and BAX, showed a trend towards increased levels when miR-21 was reduced (Fig. 5f, g). When assessed in vitro, western blotting analysis of the levels of these proteins confirmed reduced cyclin D1 and phospho-histone H3 protein levels and increased caspase 3 processing, but no significant change in BAX levels was observed (Fig. 5h).

Since the second mechanism of action of miR-21 in the promotion of metastasis appeared to be independent of regulation by the immune system, we subjected both EO771.LMB and 4T1.13 cultured cells with and without modified miR-21 activity to proteomic analysis by mass spectrometry (Fig. 6a, Fig. S7). To analyse these data, we initially set out to complete pathway analysis using gene set enrichment analysis (GSEA). However, the level of expression of many proteins was low and this resulted in averaged protein changes that were often not significantly different between cells with high or low expression of miR-21. As an alternative analysis approach, we sought proteins that were consistently altered by miR-21 in the two different models. We did not expect a high correlation of protein expression changes between the two lines since 4T1.13 is a highly metastatic tumour in BALB/c mice and EO771.LMB is a mildly metastatic tumour in C57Bl/6 mice. In addition, the comparison was completed between miR-21 knockdown in 4T1.13 cells versus enforced miR-21 expression in EO771.LMB cells. However, this analysis revealed several proteins that responded similarly to changes in miR-21 in both cell lines, including nestin (NES), extracellular matrix protein-1 (ECM1) and thyroid receptor interacting protein 13 (TRIP13) that were all elevated in the presence of high miR-21 activity, while OPA1 levels were down-regulated in both lines (Fig. 6b). Assessment of transcript levels confirmed the changes in protein levels found for the three up-regulated genes, *Nes, Ecm1* and *Trip13* **(**Fig. 6c**)**.

**Fig. 6:**
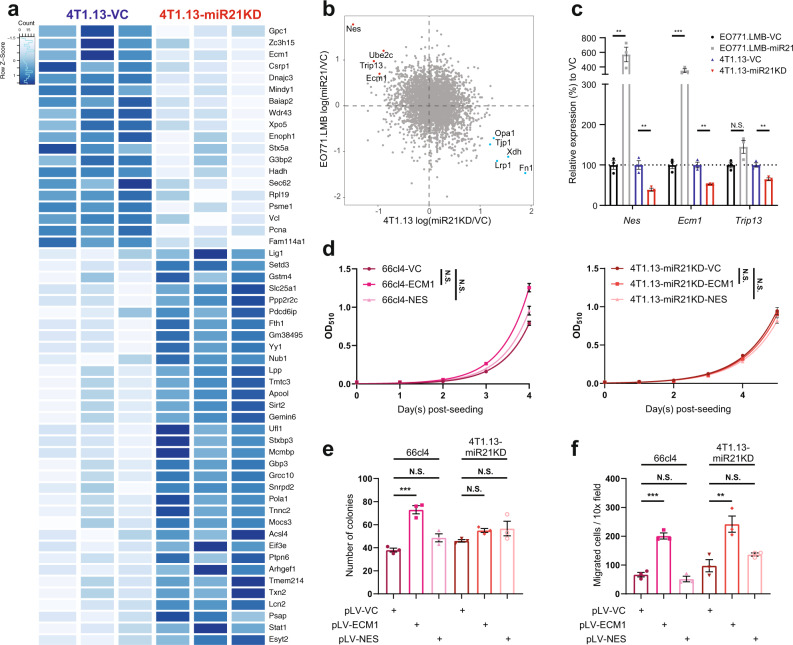
Proteomic analysis by mass spectrometry of EO771.lmb and 4T1.13 cells following modulation of miR-21 levels or activity. **a** Heatmap of the top differentially expressed proteins in 4T1.13-miR-21-KD cells compared to 4T1.13-VC cells. **b** Commonly up-regulated (red, upper left) and down-regulated (blue, lower right) proteins by miR-21 in the 4T1.13 and EO771.LMB cells. **c** qPCR validation of miR-21 targets identified in the mass spectrometry analysis. Mean ± SEM (*n* = 3). **d** Proliferation of 66cl4 and 4T1.13-miR-21KD cells with up-regulated expression of ECM1 or NES. Mean ± SEM (*n* = 6/group). **e** Colony formation of 66cl4 and 4T1.13-miR-21KD cells with up-regulated expression of ECM1 or NES. Mean ± SEM (*n* = 3/group). **f** Chemotactic migration of 66cl4 and 4T1.13-miR-21KD cells with up-regulated expression of ECM1 or NES. Mean ± SEM (*n* = 3/group). **p < 0.01; ***p < 0.001; N.S., not significant.

To functionally validate these results, we generated both 66cl4 and 4T1.13-miR-21KD cells with exogenous expression of either NES or ECM1. Whilst neither gene conferred a growth advantage to the cells in vitro (Fig. 6d), ECM1 expression enhanced colony formation in the 66cl4 cells (Fig. 6e) and enhanced chemotactic migration of both cell lines (Fig. 6f).

## Discussion

In this study, modulation of miR-21 activity did not have a significant effect on proliferation in vitro, but consistent with other reports [24, 26, 48–50], we noted reduced colony formation and reduced chemotactic migration when miR-21 activity was low. Primary tumour growth in immunocompetent mice was severely impaired when miR-21 activity was suppressed. Analysis of the gene expression profiles of early-stage primary tumours confirmed the role of miR-21 in the promotion of cell division and replication, as predicted, but also indicated a role in the suppression of host anti-tumour immune responses. This observation was reinforced by the lack of impaired tumour growth in immunocompromised mice. 

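Genes that peak in the S phase and in the G2 and M phases of the cell cycle were examined in the same tumours as lists set from general knowledge. Of the 42 S phase genes tested, 31 were lower in miR-21-KD tumours and 0 higher, and adjusted over the list alone 35 were lower. Of the 54 G2 and M phase genes, 45 were lower and 0 higher, and adjusted over the list alone 50 were lower. Their median log2 fold changes were -0.79 and -1.18, each with an adjusted p of 0.00752 over both lists. The mean of the S phase genes was 5.45 ± 0.15 log2 CPM in VC and 4.62 ± 0.42 in miR-21-KD tumours (SD, n = 4 each), and that of the G2 and M phase genes 6.42 ± 0.20 and 5.28 ± 0.52. In both lists all 4 miR-21-KD tumours were below all VC tumours. A list of 28 genes induced by interferon gamma had a median log2 fold change of 0.34 with 4 genes higher and 0 lower, 3 and 0 adjusted over the list alone, and the list as a whole did not pass the test (p of 0.178). Without VC replicate 4 its p was 0.0256, in a range of 0.0256 to 0.392 over the omitted tumours, and it was 0.0116 with camera and its preset correlation. With camera and an estimated correlation the p of the S phase list and of the G2 and M phase list was 0.212 and 0.149, and over the omitted tumours it reached 0.0233 and 0.0155.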

Reduced miR-21 activity was associated with increased numbers and activation of CD4^+^ and CD8^+^ T cells, along with reduced numbers of infiltrating PD-L1^+^ monocytes. Consistent with our observations, in a cohort of colorectal cancer patients, tumour levels of miR-21 levels were inversely correlated with the density of CD3^+^ T cells, but surprisingly, not with CD8^+^ T cells [51]. In 66cl4 tumours, elevated miR-21 expression reduced the number of neutrophils as well as NK and DC cells. Thus, the means by which miR-21 alters the anti-tumour response may vary, depending on the individual tumour being assessed.

In line with our results, others have also shown that miR-21 is implicated in regulating the immune response to cancer, but have assessed the loss of stromal miR-21, not tumour-derived miR-21. Two reports using miR-21 null mice offer interesting but contradictory insights into immune alterations induced by miR-21. In preclinical models of hepatoma and fibrosarcoma, the absence of stromal miR-21 accelerated tumour growth compared to growth in wild type mice and was accompanied by reduced activation of CD4^+^ and CD8^+^ T cells [52]. MiR-21 appeared to enhance T cell activation after TCR/CD28 engagement by down-regulation of PTEN/AKT signalling, with reduced T cell activation when PTEN/AKT signalling was increased in the absence of host miR-21 [52]. It was shown previously that depletion of PTEN could enhance T cell activity after TCR/CD28 engagement [53]. However, in the second report, B16 and LLC1 tumours grew more slowly in miR-21 null mice despite the similar observation of reduced T cell activation, leading the authors to suggest that other factors were causing the anti-tumour response [54]. Enhanced polarisation of macrophages towards an anti-tumour M1-like phenotype was observed upon miR-21 depletion and co-injection of miR-21 null bone marrow derived monocytes after exposure to B16 cells in vitro resulted in reduced tumour growth [54]. Consistent with this, the reduced LLC tumour growth in miR-21 null mice could be replicated by selective depletion of miR-21 in macrophages, leading to enhanced cytotoxic T cell activity [55].

Cells of the immune system, in particular myeloid cells, have been shown to engulf exosomes, leading to the release of their contents and a resulting change in cell phenotype. For example, co-incubation of glioma-derived exosomes with stimulated mouse bone marrow cells led to induction of myeloid-derived suppressor cells (MDSC) with the ability to suppress CD8^+^ T cell proliferation. Exosomes from glioma cells depleted of miR-21 had reduced capacity to induce MDSC and suppress CD8^+^ T cell activation [56]. Uptake of glioma-derived exosomes by microglia has also been demonstrated in vivo, with microglia and macrophages from tumour-bearing brains revealed to have elevated levels of miR-21 compared to those from control brain tissue [57]. Thus, the miR-21 mediated suppression of the anti-tumour immune response that we have reported here could be mediated through release of miR-21 containing exosomes that are subsequently taken up by macrophages, thereby enhancing their pro-tumour activity.

Our study, focused on manipulation of tumour cell expression of miR-21, also revealed a second, apparently immune cell-independent role for miR-21 in promotion of metastasis. To investigate this further, we analysed the proteome of two tumour cell lines before and after enforced expression of miR-21. Three proteins, NES, ECM1 and TRIP13 were found in both lines to be up-regulated by miR-21, whilst OPA1 was down-regulated in both settings. The transcripts of these proteins do not appear to be direct targets of miR-21, as they do not contain the miR-21 consensus binding motif.

Nestin (NES) is an intermediate filament protein expressed by cancer cells, in particular by cancer stem cells [58] and is associated with poor prognosis in patients with triple negative breast cancer [59]. We could not detect any responses of cells in culture to changes in NES expression. ECM1 is an extracellular matrix protein that promotes angiogenesis and regulates the actin cytoskeleton [60]. ECM1 protein levels are higher in breast cancer samples than in normal breast epithelium and have been associated with increased lymphatic microvessel density in breast cancer patients [61]. Enforced ECM1 expression promoted colony formation and chemotactic migration of tumour lines. Thyroid hormone interacting protein 13 (TRIP13) regulates processes associated with mitosis and DNA repair. Expression of TRIP13 is elevated in tumours compared to the corresponding normal tissue and is positively correlated with poor outcome in multiple types of cancer [62]. We can therefore speculate that miR-21 might promote spontaneous metastasis through an immune cell independent mechanism possibly involving NES, ECM1 and/or TRIP13. The *OPA1* gene encodes the optic atrophy 1 protein, a dynamin GTPase involved in mitochondrial fusion and its knockdown in liver cancer inhibited tumour growth in mice [63]. Hence the down-regulation of OPA1 by miR-21 in our breast cancer lines is not consistent with this response in liver cancer.

Since miR-21 is up-regulated in a variety of cancer types and shown to drive tumour progression, there is much interest in it as a therapeutic target using anti-miRs, often in a nanoparticle format [64]. Given the observations of possible suppression of the anti-tumour immune response in mice null for miR-21 [52], targeted delivery to the tumour may be required, for example, by coupling a miR-21 antisense sequence to an EGFR aptamer, as described by Shu and colleagues [65].

In summary, we have demonstrated here that miR-21 in tumour cells acts through two separate mechanisms to drive tumour growth and metastasis. By the suppression of the anti-tumour immune response, miR-21 allows tumour growth and through a cell intrinsic mechanism, also promotes spontaneous metastasis. Thus effective targeting of tumour-derived miR-21 has potential to markedly suppress breast cancer progression, likely in combination with standard-of-care chemotherapy or radiotherapy.

## Materials and methods

### Cell culture

The 4T1 series of BALB/c murine mammary carcinoma cells, including 66cl4 and 4T1.13, have been described previously [45, 46]. AT-3 [66] and PyMT [67] are mammary tumour cell lines derived from the MMTV-PyMT transgenic mouse on a C57BL/6 background. H2N100 [68] and TA93 [69] are ERB-B2 over-expressing mammary tumour lines. B16.F10 melanoma, LLC lung carcinoma and RAW264.7 macrophages were obtained from ATCC. LM3, a mouse mammary tumour line was a kind gift from Alejandro Urtreger [70]. The EO771.LMB murine mammary carcinoma cell line was isolated from parental EO771 cells, as described previously [46]. Cells were cultured at 37 ^o^C in 5% CO_2_ (v/v) and were routinely tested for mycoplasma contamination. As these are all murine cell lines, standard STR was not able to be completed.

### MicroRNA array

miRNA profiling of 67NR and 4T1.2 cell lines was conducted using Exiqon miRCURY LNA microarrays (Qiagen, Australia). Briefly, total cell RNA (2 μg) isolated using Trizol (ThermoFisher) was labelled with 1 µL of Cy3 or Cy5 (500 ng/μL) fluorescent dinucleotide (Dharmacon, UK) in a buffer containing 0.1 mM ATP, 50 nM HEPES (pH 7.8), 2.5 mM DTT, 20 mM MgCl_2_, 10 mg/mL BSA, and 10% DMSO with 20 units RNA ligase (New England Biolabs) for 2 h at 4 °C. RNA was precipitated with 0.3 M sodium acetate (pH 5.2), 20 µg glycogen and 75% ethanol, washed with 70% ethanol, mixed and co-hybridised to the array in duplicate dye-swapping reactions at 60 °C overnight. Following washing, slides were analysed with a GenePix 4000B Scanner (Molecular Devices, USA) and differential expression analysed in Limma [71], using tools for linear modelling and the empirical Bayes statistic calculations.

### Generation of stably transduced cell lines

66cl4-mCherry and EO771.LMB-mCherry cells were transduced with pMSCVpuro-miR-21 (a gift from Andrei Goga (University of California, San Francisco) or empty vector retrovirus and selected for stable integration using puromycin (10μg/ml). Stably transduced cells were maintained in puromycin (5μg/ml). Knockdown of miR-21 function in 4T1.13 cells was achieved using the miArrest^TM^ lentiviral vector system (pEZX-AM03 vector backbone, GeneCopoeia, Rockville, MD, USA) that features the mCherry fluorescent reporter, the hygromycin B resistance gene, and a mature miR-21 sequestering RNA sequence driven by the H1 promoter (cat # MmiR-AN0316-AM03). The pEZX-AM03 vector expressing a scrambled non-sequestering RNA sequence was used as a negative control (cat # CmiR-AN0001-AM03). Pseudotyped lentiviral particles were transduced into 4T1.13 cells, subsequently selected with hygromycin B (800μg/ml, Sigma Aldrich), followed by single cell cloning by flow cytometry (FACSAriaII, BD Biosciences, Scoresby, Vic, Australia). Individual mCherry positive vector control (*n* = 6) or miR-21 knockdown (*n* = 6) clones were expanded and pooled for use. The resulting pooled cell populations were maintained in hygromycin B (400μg/ml). Stable expression of NES and ECM1 in the 66cl4 and 4T1.13-miR-21KD lines was achieved by lentiviral infection. Lentiviral constructs were generated by cloning the coding sequence of *Nes* or *Ecm1* (BC062893 or BC138693 from the Mammalian Gene Collection) into the pLV-EF1a-IRES-Puro backbone (Addgene 85132), with the addition of a Kozak sequence prior to the start codon.

### Proliferation and colony forming assay

Sulforhodamine B (SRB) proliferation assays were completed as described previously. For colony formation, cells (150/well) were seeded into 6-well or 12-well plates and incubated for 8 to14 days in full medium, followed by fixation and staining in 0.1% crystal violet in 50% methanol. The number of colonies (>50 cells) was scored for each well.

### Migration and invasion assays

Chemotactic migration and invasion assays were conducted in triplicate using Fluoroblok Transwells (BD Biosciences), as described previously [46]. Five fields per well and three triplicate wells at 10x magnification were scored.

### Quantitative RT-PCR (RT-qPCR)

Isolation of total RNA and analysis by RT-qPCR was conducted as described previously [46]. Residual DNA was removed using the TURBO DNA-free kit (Thermo Fischer). For detection of mature miR-21 levels, TaqMan stem-loop qPCR was used (Thermo Fisher Scientific, Scoresby, Vic, Australia) as described previously [72]. U6 snRNA was used as an internal reference gene (miRBase ID: 715680, Assay ID: 001973). For detection of protein-encoding mRNAs, single stranded cDNA was generated using ProtoScript II reverse transcriptase (New England Biolabs, Australia) and random pentadecamers. Details are presented in the Supplementary Methods.

### Western blotting

Details are presented in the Supplementary Methods.

### MiR-21 regulated reporter gene assay

To determine miR-21 functional activity in 66cl4 and EO771.LMB cell lines, a miR-21 reporter gene (kind gift from Andrei Goga, University of California San Francisco) containing the full-length human *PDCD4* 3′ UTR sequence cloned downstream of Firefly luciferase in the pGL3 control vector (Promega, Australia) was used in a dual luciferase assay in conjunction with the pRL-CMV internal control vector (Promega). Reporter gene activity was calculated by dividing Firefly luciferase activity by Renilla luciferase activity. To determine miR-21 functional activity in 4T1.13 cell lines, a miR-21 specific reporter was created by cloning a miR-21 binding site into XhoI/NotI restriction site downstream of the Renilla luciferase gene in the psiCHECK-2 vector (Promega). A separate Firefly luciferase cassette allowed for normalisation of the signal. psiCHECK-2 reporter gene activity was calculated by dividing Renilla luciferase activity by Firefly luciferase activity. Cell lines were transfected in 24-well plate format with plasmid DNA (1.0μg) using Lipofectamine 2000 (Thermo Fisher). Cells were lysed after 72 h and luciferase assays conducted using a Polarstar Optima with automatic substrate injection (BMG Labtech, Australia).

### Analysis of tumour growth and metastasis in vivo

All mouse experiments were approved by the Peter MacCallum Cancer Centre Animal Ethics Committee or the Austin Health Animal Ethics Committee prior to commencement. Female BALB/c, C57BL/6 and NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice were obtained from the Walter and Eliza Hall Institute, Australia. Female NOD.CB17-Prkdcscid/Arc (NOD.scid) and BALB/c-Foxn1nu/Arc (BALB/c nu/nu) mice were obtained from Animal Resources Centre, WA, Australia. Animals were housed in a clean and temperature-regulated facility with food and water *ad libitum*. Mouse numbers in each cohort were selected based on our experience and knowledge of the growth patterns of these tumours. Specific mouse numbers in each cohort are provided in figure legends. When mice were 7-8 weeks of age, the mice were randomised into two cohorts to receive orthotopic mammary tumours with or without modified expression of miR-21 in the inguinal mammary gland, with the number of cells injected and the strain of mice used detailed in the figure legends. Tumour volumes were measured using an electronic calliper, calculated as 0.5 × (length × width^2^). Although a rare event, for the analysis of tumour growth and metastasis, mice that did not develop tumours following tumour cell injection were excluded from each group. In some experiments, primary tumours were surgically resected at predetermined tumour volumes. Mice were closely monitored for signs of ill-health due to the development of metastatic disease and were humanely euthanized at ethical endpoint. The investigator was not blinded to the allocation of tumours to the mice. Lung metastatic burden was determined by multiplexed TaqMan genomic PCR as described previously [45] by calculating the ratio of mCherry gene amplification (derived from tumour cell genomic DNA) to mouse vimentin gene amplification (present in all cells).

### RNA-sequencing analysis

4T1.13-VC and 4T1.13-miR-21-KD orthotopic tumours (*n* = 4 per line) were recovered at day 12 as regression of 4T1.13-miR-21-KD tumours commenced. Total RNA was isolated and prepared for RNA sequencing. Details are provided in the Supplementary Methods.

### Proteomic analysis

#### In gel digestion

Equal amounts of whole-cell lysates were loaded onto precast NuPAGE^®^ 4–12% Bis-Tris gels in 1x MES SDS running buffer. Gels were run at a constant voltage of 150 V followed by visualisation of proteins with Coomassie stain (Bio-Rad). Gel bands [20] were excised and subjected to in-gel reduction, alkylation and trypsinization as described previously [73]. Details of the method are reported in the Supplementary Methods.

#### LC-MS/MS

Samples were analysed by LC-MS/MS using Q-Exactive plus and Fusion Lumos Orbitrap mass spectrometers (Thermo Scientific), both fitted with nanoflow reversed-phase-HPLC (Ultimate 3000 RSLC, Dionex). Details of the method are reported in the Supplementary Methods, with raw data presented in Table S3.

Database searching, protein identification and label-free spectral counting are described in Supplementary Methods.

### Immune profiling by flow cytometry

4T1.13-VC and 4T1.13-miR-21-KD tumours were recovered and weighed 12 days post-injection. 66cl4-VC and 66cl4-miR-21 tumours were recovered and weighed 16 days post-injection. Tumours were minced manually into fine pieces and dissociated in 1 mg/mL collagenase IV at 37 °C for 1 h. Red blood cells were lysed in 155 mM NH_4_Cl, 10 mM KHCO_3_ and 0.1 mM EDTA at room temperature for 5 min. Lysis reaction was stopped by adding 1 volume of PBS to the suspension. Cells were filtered and incubated with purified rat anti-mouse CD16/CD32 Fc block (BD Biosciences) at 4 °C for 30 min and stained with fluorochrome-conjugated antibodies recognising different immune cell markers (Table S2). For 4T1.13 tumours, panel one comprised CD45, TCRβ, CD8, CD4, CD69 and CD49b. Panel two comprised CD45, CD11b, Ly6c, Ly6g, CD206 and PD-L1 (CD274). For 66cl4 tumours, panel one comprised CD45, TCRβ, CD8, CD4, CD49b and NKp46. Panel two comprised CD45, CD11b, Ly6c, Ly6g, CD11c and MHCII). Cells were washed and analysed using a FACSAria II system.

### Immunohistochemistry

Primary tumours were fixed and immunostained for CD45, CD4, CD8, phospho-histone H3, cyclin D1, cleaved caspase 3 and BAX protein levels. Details of the method are reported in the Supplementary Methods.

### Breast cancer database analysis

Amplification of the miR-21 gene locus at 17q23 and its association with histological tumour grade were assessed from the METABRIC breast cancer patient dataset [74] in cBioPortal [75]. The association of miR-21 expression in primary breast tumours with overall patient survival was assessed from METABRIC (*n* = 1262) [74] and TCGA (*n* = 1078) [76] breast cancer patient datasets using the online Kaplan-Meier plotter (www.kmplot.com) with an automatically selected best cutoff [77].

### Data analysis

The means of two groups were compared using the Student’s *t* test, whereas comparison of more than two groups was completed using analysis of variance (ANOVA). Analyses were completed using GraphPad Prism v5. *p* < 0.05 was taken as statistically significant.

## Supplementary information

Supplemental Material

Supplementary Table S3

## Data Availability

The sequencing data were deposited into the Gene Expression Omnibus (GEO) with Accession No. GSE197520 (http://www.ncbi.nlm.nih.gov/geo/).

## References

[1] Ma L, Teruya-Feldstein J, Weinberg RA (2007). Tumour invasion and metastasis initiated by microRNA-10b in breast cancer. Nature.

[2] Kong W, Yang H, He L, Zhao JJ, Coppola D, Dalton WS (2008). MicroRNA-155 is regulated by the transforming growth factor beta/Smad pathway and contributes to epithelial cell plasticity by targeting RhoA. Mol Cell Biol.

[3] Huang Q, Gumireddy K, Schrier M, le Sage C, Nagel R, Nair S (2008). The microRNAs miR-373 and miR-520c promote tumour invasion and metastasis. Nat Cell Biol.

[4] Nurzadeh M, Naemi, M, Hasani, SS. A comprehensive review of oncogenic liRNAs in breast cancer. J Genet. 2021;100:15.33764337

[5] Li X, Roslan S, Johnstone CN, Wright JA, Bracken CP, Anderson M (2014). MiR-200 can repress breast cancer metastasis through ZEB1-independent but moesin-dependent pathways. Oncogene..

[6] Dangi-Garimella S, Yun J, Eves EM, Newman M, Erkeland SJ, Hammond SM (2009). Raf kinase inhibitory protein suppresses a metastasis signalling cascade involving LIN28 and let-7. EMBO J.

[7] Tavazoie SF, Alarcon C, Oskarsson T, Padua D, Wang Q, Bos PD (2008). Endogenous human microRNAs that suppress breast cancer metastasis. Nature..

[8] Kong YW, Ferland-McCollough D, Jackson TJ, Bushell M (2012). microRNAs in cancer management. Lancet Oncol.

[9] Redvers RP, Anderson RL. Long non-coding RNA: agent provocateur in breast cancer metastasis. In: Jandial R, editor. Metastatic cancer: clinical and biological perspectives: Landes Bioscience; 2013. p. 178–97.

[10] Weidle UH, Birzele F, Kollmorgen G, Ruger R (2017). Long non-coding RNAs and their role in metastasis. Cancer Genomics Proteom.

[11] Cantile M, Di Bonito M, Cerrone M, Collina F, De Laurentiis M, Botti G. Long non-coding RNA HOTAIR in breast cancer therapy. Cancers (Basel). 2020;12:1197.10.3390/cancers12051197PMC728111332397382

[12] Pfeffer SR, Yang CH, Pfeffer LM (2015). The Role of miR-21 in Cancer. Drug Dev Res.

[13] Volinia S, Calin GA, Liu CG, Ambs S, Cimmino A, Petrocca F (2006). A microRNA expression signature of human solid tumors defines cancer gene targets. Proc Natl Acad Sci USA.

[14] Chen L, Li Y, Fu Y, Peng J, Mo MH, Stamatakos M (2013). Role of deregulated microRNAs in breast cancer progression using FFPE tissue. PLoS ONE.

[15] Lampis A, Hahne JC, Gasparini P, Cascione L, Hedayat S, Vlachogiannis G (2021). MIR21-induced loss of junctional adhesion molecule A promotes activation of oncogenic pathways, progression and metastasis in colorectal cancer. Cell Death Differ.

[16] Xu F, Xu L, Wang M, An G, Feng G (2015). The accuracy of circulating microRNA-21 in the diagnosis of colorectal cancer: a systematic review and meta-analysis. Colorectal Dis.

[17] Wang B, Zhang Q (2012). The expression and clinical significance of circulating microRNA-21 in serum of five solid tumors. J Cancer Res Clin Oncol.

[18] Anwar SL, Sari DNI, Kartika AI, Fitria MS, Tanjung DS, Rakhmina D (2019). Upregulation of circulating MiR-21 expression as a potential biomarker for therapeutic monitoring and clinical outcome in breast cancer. Asian Pac J Cancer Prev.

[19] Jinling W, Sijing S, Jie Z, Guinian W (2017). Prognostic value of circulating microRNA-21 for breast cancer: a systematic review and meta-analysis. Artif Cells Nanomed Biotechnol.

[20] Papadaki C, Stratigos M, Markakis G, Spiliotaki M, Mastrostamatis G, Nikolaou C (2018). Circulating microRNAs in the early prediction of disease recurrence in primary breast cancer. Breast Cancer Res.

[21] Pan F, Mao H, Deng L, Li G, Geng P (2014). Prognostic and clinicopathological significance of microRNA-21 overexpression in breast cancer: a meta-analysis. Int J Clin Exp Pathol.

[22] Yan LX, Huang XF, Shao Q, Huang MY, Deng L, Wu QL (2008). MicroRNA miR-21 overexpression in human breast cancer is associated with advanced clinical stage, lymph node metastasis and patient poor prognosis. RNA.

[23] MacKenzie TA, Schwartz GN, Calderone HM, Graveel CR, Winn ME, Hostetter G (2014). Stromal expression of miR-21 identifies high-risk group in triple-negative breast cancer. Am J Pathol.

[24] Si ML, Zhu S, Wu H, Lu Z, Wu F, Mo YY (2007). miR-21-mediated tumor growth. Oncogene.

[25] Meng F, Henson R, Wehbe-Janek H, Ghoshal K, Jacob ST, Patel T (2007). MicroRNA-21 regulates expression of the PTEN tumor suppressor gene in human hepatocellular cancer. Gastroenterology.

[26] Guan C, Zhang L, Wang S, Long L, Zhou H, Qian S (2019). Upregulation of MicroRNA-21 promotes tumorigenesis of prostate cancer cells by targeting KLF5. Cancer Biol Ther.

[27] Zhu S, Wu H, Wu F, Nie D, Sheng S, Mo YY (2008). MicroRNA-21 targets tumor suppressor genes in invasion and metastasis. Cell Res.

[28] Wang P, Zou F, Zhang X, Li H, Dulak A, Tomko RJ (2009). microRNA-21 negatively regulates Cdc25A and cell cycle progression in colon cancer cells. Cancer Res.

[29] Yan LX, Wu QN, Zhang Y, Li YY, Liao DZ, Hou JH (2011). Knockdown of miR-21 in human breast cancer cell lines inhibits proliferation, in vitro migration and in vivo tumor growth. Breast Cancer Res.

[30] Sahay D, Leblanc R, Grunewald TG, Ambatipudi S, Ribeiro J, Clezardin P (2015). The LPA1/ZEB1/miR-21-activation pathway regulates metastasis in basal breast cancer. Oncotarget..

[31] Hatley ME, Patrick DM, Garcia MR, Richardson JA, Bassel-Duby R, van Rooij E (2010). Modulation of K-Ras-dependent lung tumorigenesis by MicroRNA-21. Cancer Cell.

[32] Dan T, Shastri AA, Palagani A, Buraschi S, Neill T, Savage JE, et al. miR-21 plays a dual role in tumor formation and cytotoxic response in breast tumors. Cancers (Basel). 2021;13:888.10.3390/cancers13040888PMC792419833672628

[33] Ma X, Kumar M, Choudhury SN, Becker Buscaglia LE, Barker JR, Kanakamedala K (2011). Loss of the miR-21 allele elevates the expression of its target genes and reduces tumorigenesis. Proc Natl Acad Sci USA.

[34] Asangani IA, Rasheed SA, Nikolova DA, Leupold JH, Colburn NH, Post S (2008). MicroRNA-21 (miR-21) post-transcriptionally downregulates tumor suppressor Pdcd4 and stimulates invasion, intravasation and metastasis in colorectal cancer. Oncogene ..

[35] Chen B, Chen X, Wu X, Wang X, Wang Y, Lin TY (2015). Disruption of microRNA-21 by TALEN leads to diminished cell transformation and increased expression of cell-environment interaction genes. Cancer Lett.

[36] Gabriely G, Wurdinger T, Kesari S, Esau CC, Burchard J, Linsley PS (2008). MicroRNA 21 promotes glioma invasion by targeting matrix metalloproteinase regulators. Mol Cell Biol.

[37] Gong C, Nie Y, Qu S, Liao JY, Cui X, Yao H (2014). miR-21 induces myofibroblast differentiation and promotes the malignant progression of breast phyllodes tumors. Cancer Res.

[38] Han M, Wang F, Gu Y, Pei X, Guo G, Yu C (2016). MicroRNA-21 induces breast cancer cell invasion and migration by suppressing smad7 via EGF and TGF-beta pathways. Oncol Rep.

[39] Zhu S, Si ML, Wu H, Mo YY (2007). MicroRNA-21 targets the tumor suppressor gene tropomyosin 1 (TPM1). J Biol Chem.

[40] Choi DS, Kim DK, Kim YK, Gho YS (2013). Proteomics, transcriptomics and lipidomics of exosomes and ectosomes. Proteomics..

[41] Hannafon BN, Trigoso YD, Calloway CL, Zhao YD, Lum DH, Welm AL (2016). Plasma exosome microRNAs are indicative of breast cancer. Breast Cancer Res.

[42] Huang W, Kang XL, Cen S, Wang Y, Chen X (2015). High-level expression of microRNA-21 in peripheral blood mononuclear cells is a diagnostic and prognostic marker in prostate cancer. Genet Test Mol Biomark.

[43] Peinado H, Zhang H, Matei IR, Costa-Silva B, Hoshino A, Rodrigues G (2017). Pre-metastatic niches: organ-specific homes for metastases. Nat Rev Cancer.

[44] Yuan X, Qian N, Ling S, Li Y, Sun W, Li J (2021). Breast cancer exosomes contribute to pre-metastatic niche formation and promote bone metastasis of tumor cells. Theranostics.

[45] Eckhardt BL, Parker BS, van Laar RK, Restall CM, Natoli AL, Tavaria MD (2005). Genomic analysis of a spontaneous model of breast cancer metastasis to bone reveals a role for the extracellular matrix. Mol Cancer Res.

[46] Johnstone CN, Smith YE, Cao Y, Burrows AD, Cross RS, Ling X (2015). Functional and molecular characterisation of EO771.LMB tumours, a new C57BL/6-mouse-derived model of spontaneously metastatic mammary cancer. Dis Model Mech.

[47] Lu Z, Liu M, Stribinskis V, Klinge CM, Ramos KS, Colburn NH (2008). MicroRNA-21 promotes cell transformation by targeting the programmed cell death 4 gene. Oncogene..

[48] Chu NJ, Anders RA, Fertig EJ, Cao M, Hopkins AC, Keenan BP (2020). Inhibition of miR-21 Regulates Mutant KRAS Effector Pathways and Intercepts Pancreatic Ductal Adenocarcinoma Development. Cancer Prev Res (Philos).

[49] Lei M, Xie W, Sun E, Sun Y, Tian D, Liu C (2015). microRNA-21 Regulates Cell Proliferation and Migration and Cross Talk with PTEN and p53 in Bladder Cancer. DNA Cell Biol.

[50] Wang H, Tan Z, Hu H, Liu H, Wu T, Zheng C (2019). microRNA-21 promotes breast cancer proliferation and metastasis by targeting LZTFL1. BMC Cancer.

[51] Mima K, Nishihara R, Nowak JA, Kim SA, Song M, Inamura K (2016). MicroRNA MIR21 and T cells in colorectal cancer. Cancer Immunol Res.

[52] He W, Wang C, Mu R, Liang P, Huang Z, Zhang J (2017). MiR-21 is required for anti-tumor immune response in mice: an implication for its bi-directional roles. Oncogene..

[53] Locke FL, Zha YY, Zheng Y, Driessens G, Gajewski TF (2013). Conditional deletion of PTEN in peripheral T cells augments TCR-mediated activation but does not abrogate CD28 dependency or prevent anergy induction. J Immunol.

[54] Xi J, Huang Q, Wang L, Ma X, Deng Q, Kumar M (2018). miR-21 depletion in macrophages promotes tumoricidal polarization and enhances PD-1 immunotherapy. Oncogene..

[55] Sahraei M, Chaube B, Liu Y, Sun J, Kaplan A, Price NL (2019). Suppressing miR-21 activity in tumor-associated macrophages promotes an antitumor immune response. J Clin Invest.

[56] Guo X, Qiu W, Liu Q, Qian M, Wang S, Zhang Z (2018). Immunosuppressive effects of hypoxia-induced glioma exosomes through myeloid-derived suppressor cells via the miR-10a/Rora and miR-21/Pten Pathways. Oncogene..

[57] van der Vos KE, Abels ER, Zhang X, Lai C, Carrizosa E, Oakley D (2016). Directly visualized glioblastoma-derived extracellular vesicles transfer RNA to microglia/macrophages in the brain. Neuro Oncol.

[58] Tampaki EC, Nakopoulou L, Tampakis A, Kontzoglou K, Weber WP, Kouraklis G (2014). Nestin involvement in tissue injury and cancer—a potential tumor marker?. Cell Oncol (Dordr).

[59] Piras F, Ionta MT, Lai S, Perra MT, Atzori F, Minerba L (2011). Nestin expression associates with poor prognosis and triple negative phenotype in locally advanced (T4) breast cancer. Eur J Histochem.

[60] Gomez-Contreras P, Ramiro-Diaz JM, Sierra A, Stipp C, Domann FE, Weigel RJ (2017). Extracellular matrix 1 (ECM1) regulates the actin cytoskeletal architecture of aggressive breast cancer cells in part via S100A4 and Rho-family GTPases. Clin Exp Metastasis.

[61] Wu QW, She HQ, Liang J, Huang YF, Yang QM, Yang QL (2012). Expression and clinical significance of extracellular matrix protein 1 and vascular endothelial growth factor-C in lymphatic metastasis of human breast cancer. BMC Cancer.

[62] Lu S, Qian J, Guo M, Gu C, Yang Y (2019). Insights into a Crucial Role of TRIP13 in Human Cancer. Comput Struct Biotechnol J..

[63] Li M, Wang L, Wang Y, Zhang S, Zhou G, Lieshout R, et al. Mitochondrial fusion via OPA1 and MFN1 supports liver tumor cell metabolism and growth. Cells. 2020;9.10.3390/cells9010121PMC701710431947947

[64] Seo YE, Suh HW, Bahal R, Josowitz A, Zhang J, Song E (2019). Nanoparticle-mediated intratumoral inhibition of miR-21 for improved survival in glioblastoma. Biomaterials..

[65] Shu D, Li H, Shu Y, Xiong G, Carson WE, Haque F (2015). Systemic delivery of anti-miRNA for suppression of triple negative breast cancer utilizing RNA nanotechnology. ACS Nano.

[66] Stewart TJ, Abrams SI (2007). Altered immune function during long-term host-tumor interactions can be modulated to retard autochthonous neoplastic growth. J Immunol.

[67] Johnstone CN, Tu Y, Langenbach S, Baloyan D, Pattison AD, Lock P, et al. Annexin A1 is required for efficient tumor initiation and cancer stem cell maintenance in a model of human breast cancer. Cancers (Basel). 2021;13:1154.10.3390/cancers13051154PMC796265433800279

[68] Ma Y, Yamazaki T, Yang H, Kepp O, Galluzzi L, Zitvogel L (2013). Tumor necrosis factor is dispensable for the success of immunogenic anticancer chemotherapy. Oncoimmunology..

[69] Miao RY, Drabsch Y, Cross RS, Cheasley D, Carpinteri S, Pereira L (2011). MYB is essential for mammary tumorigenesis. Cancer Res.

[70] Urtreger A, Ladeda V, Puricelli L, Rivelli A, Vidal M, Delustig E (1997). Modulation of fibronectin expression and proteolytic activity associated with the invasive and metastatic phenotype in two new murine mammary tumor cell lines. Int J Oncol.

[71] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[72] Zhang L, Volinia S, Bonome T, Calin GA, Greshock J, Yang N (2008). Genomic and epigenetic alterations deregulate microRNA expression in human epithelial ovarian cancer. Proc Natl Acad Sci USA.

[73] Mathivanan S, Ji H, Tauro BJ, Chen YS, Simpson RJ (2012). Identifying mutated proteins secreted by colon cancer cell lines using mass spectrometry. J Proteomics.

[74] Curtis C, Shah SP, Chin SF, Turashvili G, Rueda OM, Dunning MJ (2012). The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. Nature.

[75] Cerami E, Gao J, Dogrusoz U, Gross BE, Sumer SO, Aksoy BA (2012). The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. Cancer Disco.

[76] Cancer Genome Atlas N. (2012). Comprehensive molecular portraits of human breast tumours. Nature.

[77] Gyorffy B, Lanczky A, Eklund AC, Denkert C, Budczies J, Li Q (2010). An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1,809 patients. Breast Cancer Res. Treat.

How the deposited data were processed for this re-analysis (not part of the article)

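RNA sequencing was analysed for 8 whole primary tumours, 4 from 4T1.13-VC and 4 from 4T1.13-miR-21-KD cells. The authors deposited raw counts of reads per gene by Entrez identifier, with 1 column per tumour and without normalization, and every column of the table was used. The text of the paper refers to its Supplementary Methods for the sequencing, and these were not used here. The aligner, genome build, annotation and counting method are therefore unknown here, and no positions of genes were used. Gene symbols were taken from the identifiers of the GRCm38.p6 annotation. They matched 25275 of the 27179 identifiers in the table, and 237 of the tested genes had no symbol. The totals and the limits that a count of 0 allows are given with the description of the data. Between 17380 and 18119 genes had at least 1 count in a VC tumour and between 17973 and 18448 in a miR-21-KD tumour. The 10 most counted genes of a library held 4.34% to 6.63% of its reads. No pair of tumours of a group was alike within sampling noise, since the chi-square statistic per degree of freedom between such pairs was between 12.6 and 70.7.

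Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group (minimum count 10, minimum total 15), which left 14382 genes with 99.852% of all counts and left out 12797. Libraries were scaled with TMM, and the robust quasi-likelihood test compared miR-21-KD with VC tumours. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05 and no minimum fold change. The standard error of a log2 fold change was obtained from the estimate and the F statistic. CPM values are scaled by the library size times the TMM factor, and a prior count of 2 was used for log2 CPM. Over all tested genes the median log2 fold change was -0.01. Gene lists were tested with fry of limma 3.58.1 on the same fit, using its directional p, which was adjusted over the 4 pathway lists, the 12 Reactome sets, the 14 marker lists and the pair of cell cycle phase lists. The lists of interferon gamma response genes and of reported miR-21 targets were tested alone. Reactome sets came from fgsea 1.28.0 and stand in place of the Gene Ontology terms of the paper, which were not used here. Over-representation was tested one-sided with Fisher's exact test. Single values per tumour were compared with exact two-sided permutation tests, whose smallest p for 4 against 4 is 0.0286.

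The lists of genes, the rule for the genes named in the text and the alternatives were set before the data were examined, except for a list of mammary epithelium genes that was added after the largest rises were seen. The rule names the 50 genes of Fig. 5a with the 3 of smallest adjusted p in each direction, the genes that the paper names, the 5 largest rises and falls among genes past the threshold with an average of at least 1 log2 CPM and no overlap between groups, and the 3 members of each pathway or marker list with the smallest adjusted p in the direction of the list. The results of some genes under this rule are not reported here. The pathway lists, marker lists and target list were written from general knowledge and are not those of the authors. The alternatives were DESeq2 1.42.0 with its own size factors and Wald test, scaling by library size alone, upper-quartile scaling, no filter on low counts, a filter of at least 10 counts in every tumour, limma-voom with and without sample quality weights, a block for the replicate number, a test for changes above 1.5-fold, an adjusted p under 0.01, each tumour left out in turn, and camera with a preset correlation of 0.01 or an estimated one for the gene lists.

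The labels number the tumours of both groups from 1 to 4, and the text of the paper names no pairing. After removal of the group means, the correlations between VC and miR-21-KD tumours of the same number were 0.272, 0.421, 0.175 and 0.376, with a mean of 0.311, against a mean of -0.105 for the 12 other combinations. Of the 24 ways to match the groups, 2 had every correlation above 0.1 and 2 had a mean as high. The values reported use no block, and those with the block are given where it changes a result.

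The tests were also run on simulated counts with the means, library sizes and dispersions of these data and known changes. Of 14243 genes run there, 198 changed ones were tested. The quasi-likelihood test found 98% of the 4-fold and 64% of the 2-fold changes, with the right sign in 100%, and made 7 false calls. Of 50 unchanged sets, fry gave 5 an unadjusted p under 0.05, and camera gave 0. The simulated genes varied independently of each other and few of them changed. These error rates therefore do not cover correlated genes or as many changes as were found in the tumours. The proteomics table, of which only part was at hand, was not used.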

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

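The tests of the surrounding fat and of adipocyte against endothelial markers were chosen only after the result was seen.

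In each group of 4 tumours, the gap between the most distant tumour and its nearest neighbour was compared with the range of the group. Among 248 groups of values examined, 14 had a gap beyond Dixon's 95% critical value, against 12.4 expected by chance, so single cases below carry little weight.

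KD replicate 2 lay apart in 4 of them, each time towards the VC tumours. The share was 0.872 for Smad3, where it was highest, 0.882 for Ccl8 and 0.896 for Vwf, where it was lowest, and 0.848 for the mean of the S phase genes, where it was highest. A weaker effect of the knockdown in this tumour may be behind this, and without KD replicate 2 the number of differentially expressed genes rose to 6840. Its total of 12550898 counts lies within the range of the other libraries, and no technical explanation was tested for this tumour alone. The vector sequesters miR-21, so its activity and not its level would bear on this, and activity was not measured in these tumours. In mean log2 CPM of the targets named in the paper, centred on the 8 tumours, KD replicate 2 was lowest of its group (0.15). Over the longer list of reported targets, KD replicate 4 was lower than KD replicate 2 (0.027 against 0.074), so the hypothesis stays open.

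KD replicate 3 was the lowest of its group for the T cell and cytotoxic genes Cd8a (share 0.870), Cd5 (0.8293) and Fasl (0.923). The B cell gene Cd79a was highest in VC replicate 4 among the VC tumours (share 0.845) and in KD replicate 4 among the miR-21-KD tumours (0.939), and Cd79b was highest in VC replicate 4 (0.857). Tissue of the inguinal lymph node might have been collected with these tumours, or their infiltrate might have held more B cells. As the whole source of the lymphocyte genes in miR-21-KD tumours, lymph node tissue is argued against by the T cell markers, which were still higher with the B cell level of each tumour as a covariate (p of 0.00897). For the B cell genes of VC replicate 4 and KD replicate 4 it stays open. The lymph node stroma list was highest in the same tumours of each group (0.94 and 1.85 log2 CPM above the mean of the 8 tumours), with Cxcl13 at 6.43 and 15.9 CPM and Glycam1 at 9.69 and 23.8 CPM, which goes with lymph node tissue. Ccl21a, another gene of that list, had only 2 and 3 counts there, and Ccl19 had 0 counts in all tumours. With the counting method unknown, reads of these genes may have been left uncounted, so their low counts cannot decide against it.

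Further cases were Klrb1c in VC replicate 2 (lowest, 0.840), Ttn in VC replicate 2 (lowest, 0.935) and Krt78 in VC replicate 3, which had the single count of its group (share 1). Krt78 was at the limit of detection in VC tumours, while Ttn had low counts of 8 to 15 there. No explanation was tested for these genes.

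The paper does not discuss adipocytes. All 9 adipocyte markers tested were higher in miR-21-KD tumours at an adjusted p under 0.05, with a median log2 fold change of 2.69 (adjusted p of 0.0273 for the list) and every miR-21-KD tumour above every VC tumour. The most abundant of them, Fabp4, had 136 ± 80.4 CPM in VC and 502 ± 184 CPM in miR-21-KD tumours (SD, n = 4 each), and Adipoq had 14.2 ± 9.76 and 78.4 ± 44.8 CPM. All 9 genes were also counted in the VC tumours, and 1 gene of the list is in the cytokine-cytokine receptor list. The list missed the threshold without VC replicate 2, VC replicate 3, KD replicate 1 and KD replicate 4 (adjusted p of 0.0785, 0.0625, 0.0819 and 0.0840, in a range of 1.77e-06 to 0.493 over all alternatives). Of the 35 splits of the tumours into groups of 4, only 1, the real split, gave as small a p for it. Adipocyte markers rose relative to endothelial markers by 2.38 on the log2 scale (exact permutation test, p = 0.0286). This argues against a lower share of tumour cells alone only if endothelial cells did not decrease along with the tumour cells, which was not tested. More fat of the mammary fat pad collected around the regressing tumours and a change within the tumours cannot be told apart, since the median of 2.69 was measured on the markers that raised the question and no other value here decides between them.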

How the results depend on the processing

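None of the alternatives was chosen after the results were seen, and the tests of sample splits were set out in advance. With each of the 8 tumours left out in turn, the count of differentially expressed genes ranged from 2936 (without VC replicate 3) to 6840 (without KD replicate 2), with 1449 to 3290 higher and 1487 to 3550 lower. It was 542 (334 higher, 208 lower) for changes above 1.5-fold and 1426 (670 higher, 756 lower) for an adjusted p under 0.01, both stricter by construction. Under the scaling, filter, model and block alternatives it stayed within 1.5 times of 5626, between 5112 and 8202, and 4748 to 5611 of the calls were shared with the 5626. With the replicate block, 6485 genes passed, 5423 of them shared. Only the real split among the 35 splits of the tumours gave any differentially expressed gene. The other 34 splits gave 0 genes, with 25 to 4959 genes at an unadjusted p under 0.05 (median 128.5), and the 7 others that also part all 4 numbered pairs gave 0, with 47 to 1117 (median 138). The 24 splits that part 2 pairs had 25 to 4959 genes at that level (median 118), and the 3 that part none had 61 to 407 (median 191).

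Reactome sets over-represented among the higher genes numbered 92 with DESeq2, 69 with at least 10 counts in every tumour, 62 with limma-voom, 86 with its quality weights and 69 with the replicate block, against 41, and 23 to 57 over the omitted tumours, with the lowest count without VC replicate 3. Those among the lower genes numbered 213 with quality weights, against 131, and 70 (without VC replicate 3) to 208 (without KD replicate 2). The cause was not tested. Of the 35 splits, 1 gave as many sets.

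The cell cycle, cytokine-cytokine receptor, T cell receptor and NK cytotoxicity lists kept their direction in every alternative tried. They passed in all of them except camera with an estimated correlation (adjusted p of 0.243, 0.200, 0.200 and 0.243). That setting takes the correlation between the genes of a list from these data and not from a preset value. The NK cytotoxicity list also missed the threshold without VC replicate 3. Over the omitted tumours the adjusted p of the 4 lists ranged from 0.00139 to 0.03003, 0.00499 to 0.0209, 0.00352 to 0.0207 and 0.00673 to 0.0507. As small a p was given by 1, 1, 1 and 2 of the 35 splits, so the NK cytotoxicity list was not set apart from other splits at the level of 0.05. Of the 8 splits that part all 4 pairs, 1 did so for each list.

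Of the 12 named Reactome sets, 0 passed with camera and an estimated correlation and 0 to 11 over the omitted tumours, with 0 without VC replicate 3 and 9 at an unadjusted p under 0.05, against 10. At that level 0 sets passed with the estimated correlation. The number of marker lists past the threshold was 8 with at least 10 counts in every tumour, 9 with camera and its preset correlation and 0 with an estimated one, against 5, and 0 to 8 over the omitted tumours (0 without VC replicate 2, VC replicate 3, KD replicate 1 or KD replicate 4, and 8 without VC replicate 4). At an unadjusted p under 0.05 it was 0 with the estimated correlation and 5 to 7 in the 4 fits with 0. For both counts, 1 of the 35 splits gave as many.

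Ccnd1 was lower in every alternative tried, with log2 fold changes of -2.22 to -1.30 over the omitted tumours, 4 of which brought its adjusted p above 0.05. Bax passed in none. The p of the reported miR-21 target list was 0.0181 with upper-quartile scaling, 0.0308 without a filter, 0.0296 with at least 10 counts in every tumour and 0.0131 with the replicate block, against 0.0516, and 0.00641 (without VC replicate 1) to 0.156 (without KD replicate 2). As small a p was given by 2 of the 35 splits. Flow cytometry marker genes past the threshold numbered 4 to 8 over the omitted tumours (8 without VC replicate 4), against 5. Of Nes, Ecm1, Trip13 and Opa1, 2 passed with limma-voom and 2 with quality weights, against 1, and 1 to 2 over the omitted tumours (2 without KD replicate 2). The cause was not tested. Of the 50 genes of Fig. 5a, 49 or 50 passed in the direction of the heat map in every alternative run for them.

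The direction of some genes with small or uneven differences reversed. Opa1 was at 0.016 with DESeq2, 0.041 with upper-quartile scaling and 0.049 with at least 10 counts in every tumour, against -0.0025, and at -0.056 (without VC replicate 4) to 0.047 (without KD replicate 4) over the omitted tumours. Cd79a, Cd79b and Ms4a1 were at 0.72, 0.91 and 1.32 with limma-voom, at 1.76, 1.62 and 2.47 with quality weights and at 0.28, 0.72 and 0.70 with the replicate block, and at -2.40 to 2.73, -1.46 to 2.42 and -2.05 to 3.24 over the omitted tumours, positive without VC replicate 4. Ecm1 ranged from -0.18 to 0.037 (positive without VC replicate 3) and Smad7 from -0.048 to 0.19 (negative without VC replicate 4, KD replicate 2 or KD replicate 3).

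Over 1435 refits of 91 named genes, 1337 gave the same call, 54 a weaker and 23 a stronger one, and 21 reversed, in 30 of the genes. Over 180 refits of the 12 Reactome sets, 143 were the same, 32 weaker and 5 stronger. Over 210 refits of the 14 marker lists, 162 were the same, 33 weaker and 15 stronger. Besides the results named above, the replicate block changed the call of the stress and apoptosis sets, the NK, neutrophil, fibroblast and skin marker lists, Nkg7 and Cxcl13. The depth limits genes at or under 3 counts, for which only bounds were given.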

Differences from the paper's values

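None of the alternatives and tests used here was chosen only after the result was seen. For the cell cycle set, the p in the barcode plot of the paper is about 0.001 in Fig. 5c, read by eye, and the p of the list used here was 0.00706 with fry. The members of the lists are not those of the authors. None of the alternatives that were set for this list before the data were examined came within 1.5 times of the paper's value. DESeq2 and limma-voom were not among them and were not applied to the list. Without KD replicate 2 the p was 0.000347, with camera and its preset correlation 4.53e-07 and with camera and an estimated correlation 0.223, and it was between 0.00649 and 0.0225 in the others.

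For the panel on protein staining, the legend of Fig. 5 refers to the bioinformatics analysis for higher BAX with reduced miR-21 activity. It does not say whether the Bax transcript is meant. The log2 fold change of Bax was 0.17 (adjusted p = 0.136 from edgeR), and no alternative, with adjusted p of 0.0547 to 0.288, brought it past the threshold. The paper reports that cell death terms rose in its Gene Ontology analysis. The apoptosis set of Reactome, another collection, was lower in miR-21-KD tumours, with a median log2 fold change of -0.21 and an adjusted p of 0.0218 (0.00644 to 0.419 over all alternatives).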

Other observations

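The tests relative to Krt8 and Krt18 and to endothelial markers, and those of fat, muscle, skin and mammary epithelium, were chosen only after the result was seen.

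Technical causes of the number of differentially expressed genes were examined with the replicate block, where 6485 genes passed. After removal of the trend of each library with GC content, 6524 passed, and with transcript length 6428. With equal depth 6450 passed, and without the 23 genes that are among the 10 most counted of any library 6473. None of these is likely to be the whole cause of the count.

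Over the 50 genes of Fig. 5a, VC replicate 4 lay 33.7% of the way from the other VC tumours to the miR-21-KD tumours. Its library had the lowest total, but at equal depth the share was 33.6%, which argues against depth as the source. What sets the tumour apart was not tested further.

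A lower share of tumour cells in miR-21-KD tumours could lower the cell cycle genes. In the test set out before the data were examined, the S, G2 and M phase genes relative to the tumour epithelium markers fell by 2.36 on the log2 scale (exact permutation test, p = 0.0286), which by itself would count against this. The list mixes genes of normal mammary epithelium with those of the tumour cells, however. Its median log2 fold change was 1.45 (adjusted p of 0.0538), while Krt18 fell by 1.15 and Krt8 by 0.88, so this test cannot decide. Relative to Krt8 and Krt18 the phase genes moved by 0.14 (exact permutation test, p = 0.743), as would be found if the share of the cells with these keratins fell. Lower expression of the keratins within the tumour cells would look the same, and it stays open together with a lower rate of division.

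The markers of stroma and surrounding tissue had median log2 fold changes of 1.43 for fibroblasts (adjusted p of 0.0538), 0.08 for endothelial cells (0.414), 0.69 for skeletal muscle (0.0973, 5 genes tested), 2.90 for skin (0.160, 3 genes tested) and 1.22 for lymph node stroma (0.139, 4 genes tested). With the replicate block the fibroblast and skin lists passed (adjusted p of 0.0180 and 0.0414, in ranges over all alternatives of 0.00779 to 0.493 and 0.0414 to 0.703), without VC replicate 4 the muscle list did (0.0356, in a range of 0.0356 to 0.558) and without VC replicate 1 the tumour epithelium list did (0.0442, in a range of 0.0135 to 0.493). The fibroblast and tumour epithelium lists also passed with at least 10 counts in every tumour (0.0495 for both) and with camera and its preset correlation (0.00779 and 0.0135). Muscle around the smaller tumours is unlikely to be behind the largest rises, since Acta1, Ckm, Mylpf and Myh4 reached at most 2.18 CPM in any miR-21-KD tumour, and skin is argued against by Krt1, Krt10, Krtdap and Lor, at most 2.11 CPM. A list of mammary epithelium genes had 9 genes higher and 1 lower of 17 tested, with a median of 1.73 (p of 0.0282, 0.00202 to 0.0759 over the omitted tumours). It missed 0.05 without VC replicates 2, 3 and 4 and KD replicates 1, 3 and 4 (p of 0.0759, 0.0658, 0.0628, 0.0625, 0.0699 and 0.0661). With camera and an estimated correlation the list missed it as well (p of 0.256). Without Krt5 and Krt14, which are also in the skin list, 7 of 15 were higher and 1 was lower (p of 0.0370). The most abundant, Ltf, went from 25.0 ± 15.3 to 141 ± 85.9 CPM (SD, n = 4 each). Normal mammary epithelium around the smaller miR-21-KD tumours is a candidate explanation for the rise of Krt5, Krt14, Krt19 and Epcam, and a change of the tumour cells is not excluded. The call for Krt5 was lost in 6 of the fits with 1 tumour left out, and that for Epcam in 1. Krt5 also missed the threshold without a filter and with limma-voom (adjusted p of 0.0565 and 0.0870). Krt14 and Krt19 passed in every alternative.

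The flow cytometry of Fig. 4 was made on other tumours, and the paper reports fewer monocytes and PD-L1 positive monocytes and no change in NK cells there. In the RNA of whole tumours, 10 of 12 macrophage and monocyte markers were higher, and Mrc1 and Cd274 were among the higher genes. RNA levels of whole tumours do not count cells.

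Sequestered miR-21 could release its targets in the tumours. Among the targets that the paper names, Pdcd4, Timp3 and Serpinb5 were higher (log2 fold changes of 1.02, 1.54 and 2.25), Tpm1 was lower (-0.59), and Reck and Smad7 did not differ (-0.15 and 0.06). Serpinb5 missed the threshold when VC replicate 2 or KD replicate 1, 3 or 4 was left out, with an adjusted p of at most 0.0613. Of 42 reported targets tested, 11 were higher and 7 lower, 13 and 7 adjusted over the list alone, with a median of 0.09 (p of 0.0516). With the replicate block the p was 0.0131, which passes 0.05, in a range of 0.00641 to 0.475 over all alternatives. Genes with an 8-base seed match of miR-21 in the 3' UTR, 305 in number, had 65 higher and 55 lower, and their median log2 fold change differed from that of genes alike in 3' UTR length and expression by 0.0020, a shift that 33 of the 35 splits equalled. In whole tumours, host cells without the vector add to these transcripts. Since the call for the list changes with the block and the seed matches show no shift, release of the targets stays open.

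Of the genes that the paper follows from the proteomics of cultured cells, Nes was lower in miR-21-KD tumours, with 114 ± 10.2 CPM in VC and 55.5 ± 10.7 CPM (SD, n = 4 each), a log2 fold change of -1.04 (standard error 0.14, adjusted p = 0.00501 from edgeR). Trip13 (-0.80, adjusted p of 0.109), Ecm1 (-0.06, adjusted p of 0.781) and Opa1 (-0.0025, adjusted p of 0.984) did not pass. Without KD replicate 2, Trip13 was at -1.35 (adjusted p of 0.00178).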
